# ERK5 Is Required for Tumor Growth and Maintenance Through Regulation of the Extracellular Matrix in Triple Negative Breast Cancer

**DOI:** 10.3389/fonc.2020.01164

**Published:** 2020-08-03

**Authors:** Van T. Hoang, Margarite D. Matossian, Deniz A. Ucar, Steven Elliott, Jacqueline La, Maryl K. Wright, Hope E. Burks, Aaron Perles, Fokhrul Hossain, Connor T. King, Valentino E. Browning, Jacob Bursavich, Fang Fang, Luis Del Valle, Akshita B. Bhatt, Jane E. Cavanaugh, Patrick T. Flaherty, Muralidharan Anbalagan, Brian G. Rowan, Melyssa R. Bratton, Kenneth P. Nephew, Lucio Miele, Bridgette M. Collins-Burow, Elizabeth C. Martin, Matthew E. Burow

**Keywords:** ERK5 kinase, triple negative breast cancer (TNBC), clustered regularly interspaced short palindromic repeats (CRISPR) knockout, extracelluar matix, metastasis, epithelial–mesenchymal–transition, cryogenic scanning electron microscopy (cryo-SEM)

## Abstract

Conventional mitogen-activated protein kinase (MAPK) family members regulate diverse cellular processes involved in tumor initiation and progression, yet the role of ERK5 in cancer biology is not fully understood. Triple-negative breast cancer (TNBC) presents a clinical challenge due to the aggressive nature of the disease and a lack of targeted therapies. ERK5 signaling contributes to drug resistance and metastatic progression through distinct mechanisms, including activation of epithelial-to-mesenchymal transition (EMT). More recently a role for ERK5 in regulation of the extracellular matrix (ECM) has been proposed, and here we investigated the necessity of ERK5 in TNBC tumor formation. Depletion of ERK5 expression using the CRISPR/Cas9 system in MDA-MB-231 and Hs-578T cells resulted in loss of mesenchymal features, as observed through gene expression profile and cell morphology, and suppressed TNBC cell migration. *In vivo* xenograft experiments revealed ERK5 knockout disrupted tumor growth kinetics, which was restored using high concentration Matrigel™ and ERK5-ko reduced expression of the angiogenesis marker CD31. These findings implicated a role for ERK5 in the extracellular matrix (ECM) and matrix integrity. RNA-sequencing analyses demonstrated downregulation of matrix-associated genes, integrins, and pro-angiogenic factors in ERK5-ko cells. Tissue decellularization combined with cryo-SEM and interrogation of biomechanical properties revealed that ERK5-ko resulted in loss of key ECM fiber alignment and mechanosensing capabilities in breast cancer xenografts compared to parental wild-type cells. In this study, we identified a novel role for ERK5 in tumor growth kinetics through modulation of the ECM and angiogenesis axis in breast cancer.

## Introduction

Mitogen-activated protein kinases (MAPKs) are serine-threonine kinases that have well-established roles in cellular processes including proliferation, differentiation, and regulation of cell fate, namely survival and apoptosis (1, 2). Downstream effectors of MAPK include transcription factors as well as MAPK-activated protein kinases (3). ERK5, which is activated by MEK5, is distinct from other conventional MAPK family members because it can be autophosphorylated on amino acid residues not conserved in other MAPK members, it is twice the size of other MAPKs, and its unique C-terminal region enables this kinase to increase the transcriptional activity of target proteins (4, 5). Autophosphorylation of a nuclear localization signaling domain on ERK5 allows for nuclear translocation where it associates with, and activates, downstream transcription factors including Sap1, c-FOS, c-Myc, and MEF2 (6, 7). The MEK5/ERK5 cascade is an important mediator of cell proliferation through induction of cell cycle regulators (8). ERK5 knockdown studies using RNA interference (RNAi) or pharmacological inhibition delay cell cycle progression and decreased proliferation in various cancer types and support the involvement of the MEK5/ERK5 pathway in cancer progression (9). Hyperactivation of MEK5 in estrogen receptor positive (ER^+^) breast cancer cells enhanced estrogen-independent tumorigenesis (10). Furthermore, ERK5 is more highly expressed in breast cancer cells and tumor tissue compared to normal breast cells and tissue (11), and has elevated expression in the more clinically aggressive breast cancer subtype, triple negative breast cancer (TNBC), compared to hormone receptor positive breast cancers (10–12).

Triple negative breast cancer (TNBC) is a heterogeneous subtype in which tumors lack ER, progesterone receptor and HER2/Neu amplification and therefore is difficult to treat with targeted therapies. Gene expression profiling analyses have identified signaling pathways integral to TNBC-specific tumor development (13). The role of ERK5 in TNBC is not clearly defined due to contradictory observations, as some studies demonstrated that shRNA-mediated knockdown of ERK5 did not alter growth dynamics of triple-negative breast cancer xenografts (14, 15). However, partial silencing of ERK5 may not be sufficient to exert anti-tumor effects in certain cell lines (9). While we acknowledge and believe that using shRNA knockdown and pharmacologic inhibition studies are crucial to understand a protein/gene function in cellular systems, here we evaluated how deletion of ERK5 affected TNBC. The Clustered Regularly Interspaced Short Palindromic Repeats/CRISPR-associated protein-9 (CRISPR/Cas9) knockout system has been widely adopted for precision genome editing, and it can be a useful tool in delineating the involvement of MEK5/ERK5 in tumor growth. Extensive reviews have described ERK5 signaling in cancer cell proliferation, tumor development and acquisition of a metastatic phenotype, clearly delineating a role for MEK5-ERK5 in these processes, although the mechanisms of these actions are still under investigation (9, 16).

Dysregulated MEK5/ERK5 signaling is associated with increased metastatic risk in various solid cancer types and less favorable survival outcome (9, 17, 18). Molecular inhibition of ERK5 has been shown to decrease metastasis of breast cancer xenografts in multiple studies (9, 14). Conversely, cancer cells overexpressing MEK5 or ERK5 exhibited a migratory and invasive phenotype (19). Epithelial-to-mesenchymal transition (EMT) is an integral part of metastatic progression whereby cells adopt motile and invasive capabilities through loss of epithelial features and acquisition of mesenchymal features. MEK5 signaling has been implicated in the activation of EMT and transcription factors linked to EMT induction (14, 16, 19–21). ERK5 activation is also associated with enhanced tumor-initiating capacity (22), with inhibition of ERK5 abrogating the pro-tumorigenic effects of MEK5 activity in lung cancer cell spheres (17). Furthermore, ERK5 signaling disrupts actin dynamics leading to alterations in cell migration/invasion potential and metastatic dissemination (14, 16, 17). Additional functions of ERK5 have been defined in cytoskeletal remodeling pathways (22–25).

In addition to regulation of cell intrinsic pathways, more recent studies have examined a role for ERK5 in modulating cell extrinsic properties, such as the extracellular matrix (ECM). ERK5 signaling regulates the expression of matrix metalloproteinase (MMP) family members, which degrade the ECM and facilitates cancer cell dissemination (25, 26). The ECM, which comprises a large part of the tumor microenvironment, has critical functions in the development and maintenance of solid tumor growth (27, 28). Dynamic properties of the microenvironment indicate it is in a constant flux of remodeling and homeostasis (27, 29). The ECM has been shown to have integral roles in cancer progression and metastatic potential (30). MAPK family members have been investigated as indirect regulators of the extracellular matrix of some solid cancer types, through growth factor signaling pathways or downstream activation of FAK, CDC42, and other ECM-associated pathways (31, 32). Furthermore, the interactions amongst integrins, proteoglycans and growth factor signaling pathways, including MAPK signaling, have important roles in maintenance of the ECM (33). Dynamic properties of the ECM can also activate MAPK signaling pathways. Substrate adhesion to integrins can activate Rho, subsequently activating downstream MAPK signaling and stimulating cell proliferation (34, 35). Mechanical force imposed on cells activates growth factor signaling, even in the absence of ligand binding, and integrin-mediated clustering at the fibroblast cell surface vastly amplifies MAPK-mediated growth factor pathways (36). These studies focus on ERK1/2 family members and signaling pathways. However, the direct function of ERK5 in maintenance of the ECM in breast cancer is unknown.

Previous studies in our laboratory have implicated MEK5 signaling in the activation of EMT in TNBC (13). ERK5 expression is elevated in breast carcinomas (13) and ERK5 activation promotes tumorigenesis and metastasis (13). Here, we used the CRISPR-Cas9 system to knock out ERK5 expression in biologically aggressive TNBC cell lines. After confirming reversal of the EMT phenotype consistent with other studies, our main objective in this project was to examine effects of ERK5 deletion on ECM regulation and function. We hypothesized that ERK5 promotes tumor formation and TNBC cell invasion and metastasis through its activity in downstream matrix-associated signaling pathways that are responsible for maintenance of the tumor microenvironment.

## Materials and Methods

### Cells and Reagents

Breast cancer cell lines MDA-MB-231 and Hs-578T were acquired from American Type Culture Collection (ATCC). Liquid nitrogen stocks were made upon receipt and maintained until the start of each study. Cells were used for no more than 6 months after being thawed. Cell lines were authenticated by STR profiling in May 2019. Cells were cultured in Dulbecco's Modified Eagle Medium (DMEM; pH 7.4; Invitrogen, Carlsbad, CA) supplemented with 10% Fetal Bovine Serum (FBS; Hyclone, Salt Lake City, UT), 1% non-essential amino acids, minimal essential amino acids, sodium pyruvate, antibiotic/anti-mycotic and insulin under mycoplasma-free conditions at 37°C in humidified 5% CO_2_ and 95% air. For charcoal-stripped experiments, cells were maintained for 48 h in phenol red-free DMEM without glutamine (Invitrogen, Carlsbad, CA) supplemented with 5% charcoal-stripped FBS (Atlanta Biologicals, Flowery Branch, GA), 1% non-essential amino acids, minimal essential amino acids, sodium pyruvate, pen strep and GlutaMAX. Dimethylsulfoxide (DMSO) was purchased from Fisher Scientific (Waltham, MA).

### Generation of Stable Knockout Cell Lines

Using a pU6-driven guide strand with dual expression cassettes for Cas9/EGFP plasmids-based approach (Horizon, Cambridge, UK), TNBC (MDA-MB-231, HS578T, MDA-MB-157, BT-549) cells were transfected with 5 individual guide strands targeting exons 3 and 5 of the *MAPK*7 (*ERK5*) gene. After transfection, MDA-MB-157 and BT-549 cells were not viable, suggesting in those cell lines ERK5 is required for cell survival. MDA-MB-231 cells, passage 33, was used to generate ERK5-ko cell lines. Hs-589T cells, passage 70, was used to generate ERK5-ko cell lines. After 24 h, cells were sorted for GFP expression using the Becton Dickinson FACSVantage. Flow profiles were analyzed by FACSDiVa software (BD Biosciences). Single cells were plated in a 96-well plate to generate clones. Only one clone in the MDA-MB-231-ERK5-ko cells survived FACS sorting, and six clones were plated after FACS sorting for the Hs-578T-ERK5-ko cells. Clones were propagated and confirmed for ERK5-knockout using qRT-PCR and Western blot. Out of the Hs-578T-ERK5*-*ko clones, clones 3 and 4 had lowest ERK5 protein expression (relative band density <0.3 normalized to parental cell line, which was set to 1). Stable knockout cell lines were tested and authenticated using STR profiling in May 2019. Additionally, MDA-MB-231 cells were stably transfected with pIRES-vector plasmid (Addgene plasmid 10821, Cambridge, MA, USA) with Lipofectamine 2000 per manufacturer's protocol (Invitrogen, Grand Isles, NY, USA) as a control to compare tumors that formed in the GFP-tagged CRISPR/Cas9 ERK5-ko injected cell group. Plasmid (5 μg) was added to serum free opti-MEM (Cat. No. 31985, ThermoFisher Scientific, Waltham, MA) followed by Lipofectamine; after a short incubation period (30 min) the mixture was added to plated MDA-MB-231 cells. After 24 h, pIRES-transfected cells were treated with neomycin (200 ng/mL). Cells were grown in 10% DMEM and treated with neomycin every other day for 2 weeks until only GFP-positive cells remained, which was confirmed using fluorescent microscopy.

### Crystal Violet Staining for Cell Morphology

Cells were plated at a density of 5,000–10,000 cells, depending on average cell size, per well in a 96-well plate in 10% FBS DMEM media and allowed to adhere overnight at 37°C in humidified 5% CO_2_. Plates were harvested, fixed with glutaraldehyde, and stained with 1% crystal violet in 10% methanol solution. Morphological changes were observed using an inverted microscope to visualize with brightfield microscopy.

### Transwell Migration Assay

MDA-MB-231-ERK5-ko, Hs-578T-ERK5-ko and parental control cells (2.5 × 10^4^ cells) were first cultured in charcoal-stripped medium for at least 24 h to remove factors that may affect basal signaling. Then, cells were suspended in 500 μL Opti-MEM and seeded in the upper chamber of a 24-well transwell chamber. Opti-MEM media, which is serum-free, was used as FBS serum was used as the chemoattractant in these experiments. DMEM media containing 10% FBS was added to the lower wells. After 24 h, inner membranes were scrubbed to remove non-migrated cells. Cells on the outer membranes were fixed in formalin and stained with crystal violet. Membranes were excised from the transwell insert and mounted on glass slides. Number of migrated cells were visualized by microscopy and counted. Bars represent percent control migrated cells per 200× field of view ± SEM for triplicate experiments.

### Immunofluorescence Staining

Cells were seeded in 96-well plates at a density of 2,000 cells per well. Cells were fixed in formalin (10% buffered formalin phosphate, Fischer Scientific, Hampton NH), permeabilized with 0.5% Triton-X100 (MP Biomedicals, St. Ana CA) and blocked for 1 h in 0.1% Bovine Serum Albumin + PBS. For proliferation studies, cells were stained with a primary conjugated antibody against Ki-67 (BD Biosciences, Catalog number 558617; 1:200, San Jose CA). For morphology analysis, cells were stained with AlexaFluor® 555 Phalloidin (Cell Signaling, Catalog number 8953; clone 8953, 1:200, Danvers MA) to label actin filaments. For both proliferation and morphology analyses cells were counterstained with DAPI (NucBlue Fixed Cell Stain ReadyProbe, Life Technologies, Carlsbad CA). ApoTome (commercial structure illumination microscopy by Zeiss, Thornwood, NY) fluorescent images were captured on an inverted microscope (Zeiss) and digitally filtered to obtain optical slices. Five images per well were captured at 400×, *n* = 3. For Ki-67 staining, quantified results are represented as percent positive Ki-67 staining (red) out of total number of cells as visualized using DAPI nuclear stain (blue).

### Morphometric Quantification

MDA-MB-231 and Hs-578T phalloidin-stained parental and ERK5-ko cells were utilized for morphometric quantification. In the Aperio Scope program, cell length and width, and cell perimeter were measured and recorded of individual cells. Only cells with the entire perimeter clearly displayed were measured. *N* = 70 cells for MDA-MB-231 parental; *N* = 163 cells for MDA-MB-231-ERK5-ko; *N* = 25 cells for Hs-578T parental; *N* = 27 cells for Hs-578T-ERK5-ko. Cell circularity, aspect ratio (length:width ratio) and overall areas were quantified, and graphically represented. An unpaired *t*-test was performed to evaluate if findings were statistically different between ERK5-ko and parental controls.

(1) $$\begin{array}{r} c=4\pi \left(\frac{A}{P^{2}}\right) \end{array}$$

Equation (1). Circularity Calculation. *c* = cell circularity; π = 3.14, *A* = cell area, *p* = cell perimeter.

### qRT-PCR

Cells were grown in phenol red-free DMEM supplemented with 5% charcoal-stripped (CS) fetal bovine serum (5% CS-DMEM) for 24 h. To determine baseline gene expression, cells were cultured in charcoal-stripped medium for at least 24 h to remove factors that may affect basal signaling. Cells were collected, and total RNA was extracted using the Quick RNA Mini Prep Kit in accordance with the manufacturer's protocol (Zymo Research, Irvine, CA). The quality and concentration of RNA were determined spectrophotometrically by absorbance at 260 and 280 nm using the NanoDrop ND-1000. Total RNA (1 μg) was reverse-transcribed using the iScript kit (BioRad, Hercules, CA) and qPCR was performed using SYBR-green (Bio-Rad Laboratories, Hercules, CA). Cycle numbers of ERK5-ko cells were normalized to β-actin and parental control cells scaled to 1, *n* = 3. For patient-derived xenografts, RNA was isolated from tumor pieces using QIAzol Lysis Reagent (Qiagen, Valencia, CA) and Quick RNA Mini Prep Kit (Zymo Research, Irvine, CA).

### Western Blotting

Cells were cultured in 10% FBS-supplemented DMEM. At confluence cells were collected in PBS, pelleted, and lysed with mammalian protein extraction reagent (MPER) supplemented with 1% protease inhibitor and 1% phosphatase inhibitors (I/II) (Invitrogen, Grand Isles, NY). Samples were centrifuged at 12,000 RPM for 10 min at 4°C to obtain supernatant containing protein extracts. NanoDrop ND-1000 was used to determine protein concentration of samples by absorbance at 260 and 280 nm. After proteins were heat-denatured at 100°C on a heating block, 40 μg of protein was loaded per lane on Bis-Tris-nuPAGE gel (Invitrogen, Grand Isles NY). Protein was then transferred to nitrocellulose membranes using iBlot and iBlot transfer stacks per manufacturer's instructions (Invitrogen, Grand Isles, NY). Membranes were incubated at room temperature with 5% bovine serum albumin (BSA) in 1% Tris-buffered saline, 0.1% Tween 20 (TBS-T) for 1 h to block non-specific binding followed by 4°C incubation overnight with primary antibodies (CDH1: Cell Signaling Technology, Catalog Number 3195; ERK5: Cell Signaling Technology, Catalog Number 3552; p-ERK5: Santa Cruz, Catalog Number 135761). After three 15-min washes in 1% TBS-T, membranes were incubated with appropriate secondary antibodies for at least 1 h. IR-tagged secondary antibodies were purchased from LiCor Biosciences (Lincoln, NE) and used at a 1:10,000 dilution in 5% BSA. Following incubation with secondary antibodies, membranes were washed three times for 15 min per wash in 1% TBS-T, and blots were analyzed by the Odyssey InFRAred Imaging System (LiCor Biosciences). Band density was quantified by LiCor gel imager. Data were normalized to Rho-GDI-α (Santa Cruz Biotechnology, Santa Cruz, CA), serving as loading control (37). Experiments were conducted in triplicate with representative blots shown.

### Proteome Profiler Cytokine Array

A Proteome Profiler Human XL Cytokine Array Kit (R & D Systems, catalog #ARY022B) was used to assess steady-state levels of 105 cytokines in four cell lines: HS78T parental, HS78T-ERK5-ko, MDA-MB-231 parental and MDA-MB-231-ERK5-ko. Briefly, cells were seeded in 10 cm^2^ plates at a density of 60–70% confluence (5–10 × 10^6^ cells) and overnight. The cells were treated with 5% CS FBS and harvested after 24 h. Cells were subsequently lysed and total protein concentration was determined using a BCA assay (Pierce). Each array membrane was blocked according to the manufacturer's protocol and subsequently incubated with 200 μg of total protein from each cell line lysate overnight at 4°C on a rocking platform. The blots were further processed according to the manufacturer's instructions but instead of using the streptavidin-HRP secondary antibody, the blots were incubated with an Alexafluor 488-tagged streptavidin secondary antibody (Life Technologies) followed by imaging on a Versadoc imaging system. Individual dots were quantified using the Versadoc software and normalized to the positive reference controls. Individual cytokines are spotted in duplicate on each membrane; therefore, values shown are the average of the duplicate spots minus background and normalized to reference spots on the individual membranes.

### Whole Transcriptome Sequencing and Pathway Analysis

Hs-578T and MDA-MB-231-ERK5-ko cells were extracted from cell lines for total RNA. Changes in gene expression were determined using next generation sequencing as previously described (38). Analysis of gene changes between MDA-MB-231-ERK5-ko and Hs-578T-ERK5-ko was performed as follows: data sets for comparison where total gene changes between either MDA-MB-231-ERK5-ko vs. MDA-MB-231 parental or HS-578T-ERK5-ko vs. HS-578T parental. For both data sets the following were removed from analysis: small non-coding-lincRNA, miRNA transcripts, 3prime overlapping ncRNA, processed pseudogene, and antisense RNA. Only protein coding RNA transcripts were retained and analyzed. Fold changes were identified as increased if gene fold change compared to parental was above 1.5 and fold gene changes were identified as decreased if below 0.5-fold change. All genes were corrected for false discovery rate (FDR) and were considered significant if adjusted *p*-value was *p* < 0.05. Identification of most significantly altered pathways was performed through David's Bioinformatics Resources v6.8 (https://david.ncifcrf.gov/home.jsp). Gene changes for associated pathways were identified through the gene ontology database.

### Animal Xenograft Studies

Immune-compromised SCID/beige female mice (4–6 weeks old) were obtained from Charles River Laboratories (Wilmington, MA). The animals were allowed a period of adaptation in a sterile and pathogen-free environment with food and water *ad libitum*. Breast cancer cells were collected and viable cells in suspension with 50 μL of sterile PBS mixed with 100 μL Matrigel™ (BD Biosciences, San Jose, CA). For the high concentration Matrigel™ experiments, cells were injected with Matrigel™ that was twice concentrated, containing high amounts of laminin, collagen IV, heparan sulfate proteoglycans and entactin (BD Biosciences, Cat. No. 354248). Injections were made bilaterally into the inguinal mammary fat pads on day 0 (*n* = 5 animals/group) using 27½ gauge sterile syringes. All the procedures in animals were carried out under anesthesia using a mix of isoflurane and oxygen delivered by mask. Tumor size was measured biweekly for 30 days using a digital caliper. Tumor volume was calculated using the following formula: 4/3πLS^2^, where L is the larger radius and S is the smaller radius. At necropsy, animals were sacrificed by CO_2_ exposure followed by cervical dislocation. All procedures involving these animals were conducted in compliance with State and Federal laws, standards of the U.S. Department of Health and Human Services, and guidelines established by the Tulane University Animal Care and Use Committee. The facilities and laboratory animal program of Tulane University are accredited by the Association for the Assessment and Accreditation of Laboratory Animal Care.

### Immunohistochemistry (HC Matrigel Experiment)

After resection, tumors were fixed in 10% buffered formalin for 24 h and embedded in paraffin. Sections of 5 μm in thickness were cut in a microtome and placed on electromagnetically charged slides. Immunohistochemistry was performed using the Avidin-Biotin-Peroxidase complex methodology, according to the manufacturer's instructions (Vector Laboratories, Burlingame, CA). Our modified protocol includes paraffin melting at 58°C in a regular oven for 20 min, deparaffination in xylene, re-hydration through descending grades of alcohol up to water, and non-enzymatic antigen retrieval in 0.01 mol/L sodium citrate buffer, pH 6.0, heated to 95°C for 40 min in a vacuum oven. After a cooling period of 30 min, the slides were rinsed in PBS and treated with 3% H_2_O_2_ in methanol for 25 min to quench endogenous peroxidase. Sections were then blocked with 5% normal goat serum in 0.1% PBS/BSA for 2 h at room temperature. Primary antibodies were incubated overnight at room temperature in a humidifier chamber. Primary antibodies utilized in the present study included a rabbit polyclonal against the endothelial cell marker CD31 (Abcam ab28364, 1:50 dilution), and a rabbit monoclonal anti-E-Cadherin (CDH1, clone EP700Y, ab40772, 1:100 dilution). On the second day, slides were thoroughly rinsed with PBS, and biotinylated secondary anti-rabbit antibodies were incubated for 1 h at room temperature (1:200 dilution). Then sections were incubated with avidin-biotin-peroxidase complexes (Vectastain ABC Elite kit; Vector Laboratories) for 1 h at room temperature, rinsed with PBS, and developed with diaminobenzidine (DAB tablets, Sigma, St. Louis, MO) for 3 min. Finally, the sections were counterstained with Hematoxylin and mounted with Permount (Fisher Scientific, Fair Lawn NJ). For quantification, the number of blood vessels (for CD31 labeling) or positive cells (for CDH1 labeling) were counted in 12 low magnification fields (200×).

### Cardiac Injections

MDA-MB-231 vector parental or MDA-MB-231-ERK5-ko cells were counted (200,000 cells per injection) and suspended in PBS. Immediately after cells were resuspended, injections were initiated to prevent cell aggregation. Mice were anesthetized using isoflurane and oxygen. The chest area was cleaned with alcohol applied with a sterile prep pad. Cells were injected (100 μL per mouse; 5 mice per group) directly into the right atrium using a 26-gauge needle and syringe. A collaborating researcher who has extensive experience with intracardiac injections performed the technique. While brain and bone are the preferred metastatic sites for intracardiac injections, others have shown detectable metastases to the lungs and livers as well (39, 40). While holding the needle at an upwards angle and to the right, the needle was inserted into the second intercostal space, 3 mm to the left of the sternum. The needle was advanced 5 mm and the needle was turned gently until the pulsatile flash of blood was observed entering the hub. The cell suspension was injected over 30 s. Mice were monitored 4 h after the procedure, and biweekly for evidence of distress or illness. After 21 days, mice were euthanized using CO_2_ and cervical dislocation as outlined in the established IACUC protocol from Tulane University. Lungs and livers were harvested and placed in formalin overnight. The organs were paraffin embedded, sectioned, and stained with Hematoxylin and Eosin (H&E) by the core facilities at Tulane University Department of Pathology. Lesions were quantified and areas of lesions were recorded using the Image Scope program.

### Tumor Decellularization

Breast cancer cell line-derived tumors (MDA-MB-231-ERK5-ko and MDA-MB-231-pIRES vector), harvested from the *in vivo* experiment where cells were mixed with normal concentration Matrigel™ and injected in mice, were flash frozen. Then, tumors were thawed for 30–45 min followed by sectioning using an 8-mm biopsy punch (Catalog No. P825; Acuderm Inc., Ft. Lauderdale, FL, USA). Sectioned tumors were decellularized through a protocol modified from Pashos et al. (41). Samples were incubated overnight with PBS at 4°C and then washed with water for 2 h the following day. Next, samples were incubated with a Triton X-100 detergent solution followed by a 2 h water wash. Then, the samples were incubated with a sodium deoxycholate solution (Catalog No. 97062-024; Amresco, Solon, OH, USA) followed by a 2 h water wash. Finally, samples were incubated with a sodium chloride solution for 2 h followed by a 2 h water wash. Samples were stored at 4°C in a PBS solution containing 5× antibiotic/antimycotic until use.

### Cryogenic-Scanning Electron Microscopy Preparation and Imaging

The ECM of decellularized transfected cell-line derived tumors was imaged using scanning electron microscopy (SEM). Samples were fixed in FAA (formaldehyde-acetic acid-ethanol) fixative for 24 h. The samples were rinsed and dehydrated with an increasing series of ethanol, from concentrations 30 to 100%. After the dehydration process, the samples were critical point dried with CO_2_, and then sputter coated with platinum. The prepared SEM samples were then imaged using a FEI Quanta 3D FEG FIG/SEM scanning electron microscope (5 kV).

### Fiber Alignment and Porosity

Fiber alignment and porosity was analyzed through the identification and classification of fiber diameter, orientation and open pores within the region of interest for each SEM image. Samples of each image were analyzed and averaged. The FIJI adaptation feature of ImageJ was used for analysis in combination with an in-house Python script. To identify individual fibers instead of clustering, magnification was kept no lower than 5,000×. Weka Trainable Segmentation (WTS) was used as a plugin for ImageJ to allow for pixel classification based on a machine-learning algorithm. Prior to use the program was trained with previously identified images of fibers identified as “random” or “aligned.” After adjusting the contrast, WTS will used to classify the image as fibrous or non-fibrous. After classifying and segmenting the image with WTS, the FIJI plugins DiameterJ and OrientationJ were used to generate data on the distributions of fiber diameter, orientation, and pore size. To accurately determine fiber diameter, a Euclidean distance transformation algorithm was used to assign a grayscale value to each fibrous pixel equal to that pixel's orthogonal distance to the nearest pore, based on previous methods (42). In the case of fiber intersection, the lines of axial thinning (predicted fiber center-lines) were overlaid onto the Euclidean transformation and all radii values within the grayscale value of the pixel of intersection are subtracted from the centerline. The remaining grayscale values of the centerline are then doubled to produce fiber diameter values. For the accurate detection of pores, an algorithm is used to determine which black pixels constituted as pores. This algorithm, by default, locates clusters of black pixels in the binary image, counts them, and reports the total for each distinct pore detected. In other words, “pores” were defined as areas of non-fiber surrounded by fiber. Pores were excluded if on the image border and a minimum detectable pore size was identified to improve accuracy of the calculation by filtering out small errors in the image segmentation based on previous methods (42). Relative porosity was quantified based on parameters obtained from ImageJ (perimeter, major and minor axis diameters). The total number of pores analyzed were 637 and 500 in 50,000× images and 932 and 902 pores in 25,000× images for control and ERK5-ko decellularized tumors, respectively. One image for each magnification was quantified per group. Representative images reflecting the computer learning methods utilized to quantify porosity and measure relative fiber alignment is found in Supplementary Figure 12C. For the accurate calculation of fiber orientation at each pixel, a related plugin for FIJI called OrientationJ was used. The same axial thinning algorithm described above was used to produce centerlines for each fiber, and each centerline was then enlarged by 2px to reduce error. OrientationJ then calculates the orientation of each pixel by calculating each pixel's Fourier gradient within a 7px Gaussian window. This method is based on evaluating each pixel's structure tensor, of which the largest eigenvector's direction corresponds to the pixel's orientation, based on previously derived methods (43). Probability maps for alignment were generated and individual peaks represent fiber orientation.

### Oscillating Rheometry

Eight-mm samples of decellularized transfected cell-line derived tumors with similar thickness were evaluated for viscoelastic properties. Using a TA Discovery HR-2 rheometer with an 8 mm parallel plate, the storage and loss moduli of decellularized tumors were determined from 0.628 to 62.8 (rad/s) at strain 10% by frequency sweeping.

### Statistical Analysis

Statistical analyses were performed using Graphpad Prism software (Graph-Pad Software, Inc., San Diego, CA). Data were subjected to unpaired Student's *t*-test, with *p*-value < 0.05 considered statistically significant. Studies involving more than two groups were analyzed by one-way analysis of variance (ANOVA) followed by Tukey's *post-hoc* multiple comparison tests. ^*^p < 0.05; ^**^p < 0.01; ^***^p < 0.001. In the porosity quantification experiments (Supplementary Figure 12C), significance was generated from running an unpaired *t*-test with Welch's correction between the data sets. Welch's *t*-test was chosen to compare significant differences between uneven datasets (the inevitable variability in total number of pores quantified in ERK5-ko and control tumors).

## Results

### ERK5 Activity Regulates the EMT Phenotype in TNBC Cells

To assess the role of ERK5 in EMT regulation, we used the CRISPR/Cas9 knock-out approach in phenotypically mesenchymal triple-negative breast cancer cell lines. Expression of ERK5, examined by Western blot, was significantly knocked out in both MDA-MB-231- and Hs-578T-ERK5-ko cells (0.027-fold and 0.063-fold, respectively, *p* < 0.001) compared to parental cells (Figure 1A). Morphological changes induced by ERK5-knockout, from a spindle fibroblast-like shape (characteristic of mesenchymal cells) to a more rounded epithelial phenotype, suggested a partial reversal of EMT (Figure 1B). A representative, population of the cells were sampled and analyzed to quantify the morphologic observations; there was a significant increase in cell circularity (Supplementary Figure 1A), and significant reduction in aspect ratios (Supplementary Figure 1B) in ERK5-ko cells compared to parental controls in both MDA-MB-231 and Hs-578T cells. Overall cell areas were not significantly different between the groups (Supplementary Figure 1C). ERK5 knockout in Hs-578T cells revealed a less dramatic reversal of mesenchymal morphology (Figure 1B). These data support that ERK5 knockout promotes an epithelial cell morphology. Reversal of the mesenchymal phenotype was associated with suppression of mesenchymal-associated gene expressions and upregulation of epithelial genes. MDA-MB-231-ERK5 knockout cells demonstrated suppressed expression of mesenchymal genes (*FRA-1, ZEB1, JAG1*) and of known ERK5 targets (*MEF2A, MEF2C, MEF2D*) (Figure 1C). In Hs-578T-ERK5-ko cells, ERK5-ko suppressed the mesenchymal genes *SNAI1, VIM, JAG1*, and *MMP2* (Figure 1C). These findings that ERK5-ko alters EMT gene expressions in MDA-MB-231 and Hs-578T-ERK5-ko cells compared to parental controls was further demonstrated using RNA sequencing (Supplementary Figure 2). 

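RNA was sequenced from 12 libraries of 2 established triple-negative breast cancer cell lines, MDA-MB-231 and Hs-578T. Each line gave 2 libraries of parental controls, 2 labelled ERK5-ko and 2 labelled MEK5DD. MEK5DD is a constitutively active form of MEK5, the kinase that activates ERK5. The authors deposited RPKM values, reads on a gene scaled to its length in kilobases and to the total of the library, for 32152 genes, of which 17665 are listed as protein coding. MAPK7 (ENSG00000166484.19, chromosome 17, 19377721 to 19383544 of GRCh38), the gene of ERK5, had a mean RPKM of 13.8 ± 0.699 (SD, n = 2) in MDA-MB-231 parental controls and 17.0 ± 1.04 (SD, n = 2) in libraries labelled ERK5-ko. In Hs-578T, its mean RPKM was 15.0 ± 1.42 (SD, n = 2) in parental controls and 17.9 ± 0.268 (SD, n = 2) in libraries labelled ERK5-ko. The log2 fold change of MAPK7 was 0.29 (standard error 0.101, adjusted p = 0.0709, limma) in MDA-MB-231 and 0.26 (adjusted p = 0.0624) in Hs-578T, and with the replicate number as a block the adjusted p values were 0.0274 and 0.0252. MAPK7 RNA was thus not lower in any library labelled ERK5-ko than in a parental control of its line, and each direction given for these libraries refers to their labels. The paper reports loss of ERK5 protein in both knockout lines by Western blot, and an RNA level cannot show whether the protein was lost. The end of MAPK7 overlaps MFAP4 by 103 bases and B9D1 by 462 bases on the opposite strand, and the paper's text does not state how reads in overlaps were assigned. MAP2K5 (ENSG00000137764.19, chromosome 15, 67542709 to 67807123), the gene of MEK5, was higher in libraries labelled MEK5DD, with a log2 fold change of 3.77 (adjusted p = 3.31e-10) in MDA-MB-231 and 0.50 (adjusted p = 0.00492) in Hs-578T. All RPKM values came out as whole reads once each library's total and each gene's length were solved for, 100.0% of the values. With the totals of alternate libraries set 1% off, 0 of 500 control genes did, which tests the totals relative to each other. The library totals solved for from the RPKM values were between 20248162 and 27791195 reads. The median totals were 26253811 reads in parental controls and 23767683 in libraries labelled ERK5-ko of MDA-MB-231, and 21786472 and 25231964 in those of Hs-578T. Between 92.05% and 94.5% of each total lay on the listed genes. A gene with 3 reads or fewer in both libraries of a group was taken as at the floor, and this floor covers counting error only. The 13737 protein-coding genes with an RPKM of at least 0.5 in at least 2 libraries were tested with limma on log2(RPKM + 0.5), with Benjamini-Hochberg adjustment within each comparison. A fold change on this scale understates the change of genes with low RPKM. With 2 libraries against 2, an exact permutation test of a single gene cannot give a two-sided p below 0.333, so the spread was estimated across all 12 libraries. The SD across genes of the log2 difference between replicates was 0.133 to 0.177 in MDA-MB-231 groups and 0.167 to 0.317 in Hs-578T groups. A shared spread thus tends to make p values too large in MDA-MB-231 and too small in Hs-578T. With each line in its own fit, 5043 genes passed the adjusted p in MDA-MB-231 and 3425 in Hs-578T, not 2379 and 5413. Replicates 1 and 2 of each group carry consecutive passage labels, and libraries with the same number deviated together, with a correlation of their deviations across genes between 0.107 and 0.541 over the 6 pairs of groups within a line. Results with the replicate number as a block are therefore given beside those without it. Passage labels also separate parental controls from the other groups, 83 and 84 in Hs-578T parental controls and 8 and 9 in Hs-578T libraries labelled ERK5-ko for example. Passage and genotype therefore cannot be told apart in comparisons with parental controls. Hs-578T libraries labelled MEK5DD carry the same passage labels as those labelled ERK5-ko, 8 and 9.

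**Figure D1:**
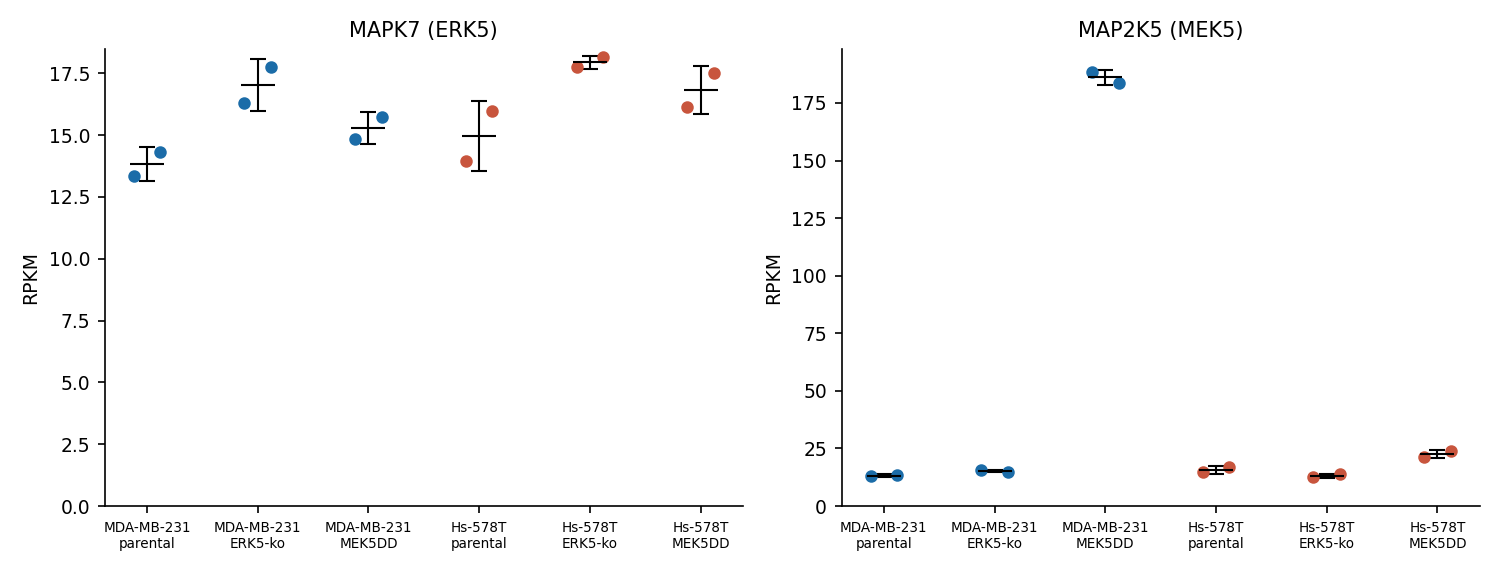
RPKM of MAPK7 (left) and MAP2K5 (right) in each of the 12 libraries, with the mean (bar) and SD (error bar) of the 2 replicates of each condition. MAPK7 lies between 13.3 and 18.1 RPKM in all libraries, and MAP2K5 is highest in the MDA-MB-231 libraries labelled MEK5DD at 186 ± 3.31.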

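Of the genes that the paper names for their expression, 48 were tested. In MDA-MB-231, 15 of them were lower and 1 higher in libraries labelled ERK5-ko than in parental controls at an adjusted p under 0.05, and in Hs-578T 12 were lower and 13 higher. Adjusted over these 48 genes alone, 20 passed in MDA-MB-231 and 27 in Hs-578T, although the paper chose part of the list from these same libraries. Among the genes of epithelial-to-mesenchymal transition (EMT), CDH1 (ENSG00000039068.18, chromosome 16, 68737225 to 68835548) had a mean RPKM of 0.645 ± 0.00742 (SD, n = 2) in MDA-MB-231 parental controls and 0.610 ± 0.0434 (SD, n = 2) in libraries labelled ERK5-ko, a log2 fold change of -0.05 (standard error 0.129, adjusted p = 0.872, limma). In Hs-578T its mean RPKM was 0.168 ± 0.0703 (SD, n = 2) in parental controls and 1.04 ± 0.160 (SD, n = 2) in libraries labelled ERK5-ko, a log2 fold change of 1.21 (standard error 0.129, adjusted p = 3.45e-05, limma), and it was called higher. The alternative that moved the Hs-578T value of CDH1 most was limma voom on the recovered reads, chosen after seeing the data, which gave 2.62, while a pseudocount of 0.1 in place of 0.5 gave 2.11. Quantile normalization turned the sign of CDH1 in MDA-MB-231, to 0.05. FOSL1 (ENSG00000175592.8, chromosome 11, 65892049 to 65900573), the gene of FRA-1, had a log2 fold change of -0.55 (standard error 0.09, adjusted p = 0.0019, limma) in MDA-MB-231 and 1.27 (adjusted p = 1.7e-06) in Hs-578T. The values of ZEB1 (ENSG00000148516.21, chromosome 10, 31318495 to 31529814) were -0.55 (adjusted p = 0.0124) in MDA-MB-231 and 0.38 (adjusted p = 0.0334) in Hs-578T. For JAG1 (ENSG00000101384.11, chromosome 20, 10637684 to 10674107), MDA-MB-231 gave -0.53 (adjusted p = 0.0756), or an adjusted p of 0.0498 with the replicate block, and Hs-578T gave 0.65 (adjusted p = 0.0163). MMP2 (ENSG00000087245.12, chromosome 16, 55389700 to 55506691) gave 0.15 (adjusted p = 0.502) in MDA-MB-231 and -0.86 (adjusted p = 0.000453) in Hs-578T. SNAI1 (ENSG00000124216.3, chromosome 20, 49982999 to 49988886) gave -0.30 (adjusted p = 0.21) and -0.17 (adjusted p = 0.42), and VIM (ENSG00000026025.13, chromosome 10, 17228259 to 17237593) gave -0.05 (adjusted p = 0.829) and -0.05 (adjusted p = 0.775). The sign of VIM turned with median-ratio scaling in MDA-MB-231, to 0.01, and with quantile normalization in Hs-578T, to 0.17. MMP1 (ENSG00000196611.4, chromosome 11, 102789920 to 102798160) gave -0.03 (adjusted p = 0.937) in MDA-MB-231 and was called higher in Hs-578T, at 0.61 (adjusted p = 0.0119), and ZEB2 (ENSG00000169554.16, chromosome 2, 144384081 to 144524583) gave -0.06 (adjusted p = 0.858) and 0.17 (adjusted p = 0.383). The MDA-MB-231 signs of MMP1 and ZEB2 turned with median-ratio scaling, to 0.01 and 0.00. Of the genes that the paper gives as ERK5 targets, MEF2C (ENSG00000081189.13, chromosome 5, 88717117 to 88904257) gave -0.62 (adjusted p = 0.00232) in MDA-MB-231 and -0.88 (adjusted p = 7.12e-05) in Hs-578T, while MEF2A and MEF2D had adjusted p values between 0.328 and 0.951 across both lines. SOX4 gave -0.98 (adjusted p = 0.00102) in MDA-MB-231 and -0.79 (adjusted p = 0.00137) in Hs-578T. The values of FOSL1, ZEB1, MEF2C and SOX4 in MDA-MB-231 and of MMP2, MEF2C and SOX4 in Hs-578T passed the adjusted p but not the fold of 0.5 needed for a call, and that of ZEB1 in Hs-578T fell short of the fold of 1.5. With limma voom and with a pseudocount of 0.1, SOX4 was called lower in MDA-MB-231 and MEF2C in Hs-578T, while MMP1 in Hs-578T was not called with a pseudocount of 1 (0.38).

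**Figure D2:**
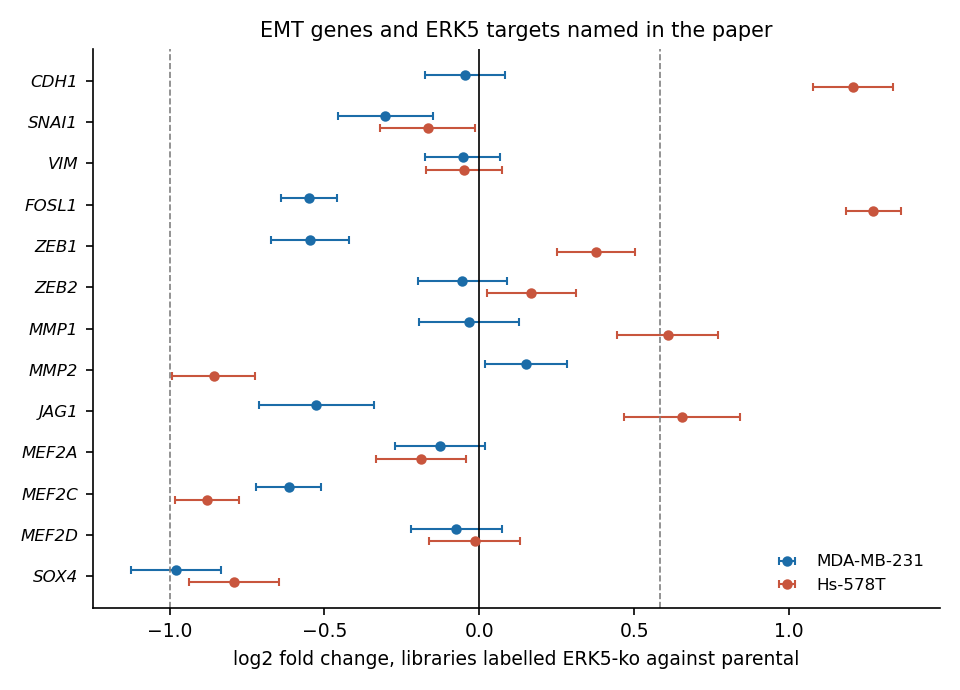
Log2 fold change of 13 genes named in the paper, libraries labelled ERK5-ko compared to parental controls, in each cell line, with the standard error from limma as error bars and dashed lines at the folds of 0.5 and 1.5 needed for a call. CDH1, FOSL1, JAG1 and MMP1 lie past 1.5 in Hs-578T, and no gene lies past either line in MDA-MB-231 (VIM, ZEB2 and MMP1 there, and VIM in Hs-578T, change sign with another scaling, as does CDH1 in MDA-MB-231).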

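The difference between the cell lines was tested as the limma contrast of the MDA-MB-231 log2 fold change minus the Hs-578T log2 fold change, each of libraries labelled ERK5-ko against parental controls. With the pseudocount of 0.5, FOSL1 gave the largest difference among the EMT genes, -1.82 (standard error 0.128, adjusted p = 2.72e-06, limma). This ranking depends on the setting. Over the alternatives, the Hs-578T value of CDH1 rose as high as 2.62, while its MDA-MB-231 value stayed between -0.08 and 0.05. CDH1 gave -1.25 (adjusted p = 0.000323), JAG1 -1.18 (adjusted p = 0.00459) and ZEB1 -0.92 (adjusted p = 0.00194), each lower in MDA-MB-231. MMP2 gave 1.01 (adjusted p = 0.0016), higher in MDA-MB-231. The difference of MMP1 was -0.64 (adjusted p = 0.0442), and it no longer passed with a pseudocount of 1 (-0.41), median-ratio scaling (-0.60) or quantile normalization (-0.64). No difference between the lines passed for SNAI1 (adjusted p = 0.637), VIM (0.988), ZEB2 (0.406), MEF2A (0.832), MEF2C (0.176), MEF2D (0.839) or SOX4 (0.49), although limma voom on the recovered reads, chosen after seeing the data, gave -2.03 for SOX4 (adjusted p = 0.00375). These contrasts compare libraries by their labels, since MAPK7 RNA was not lower in those labelled ERK5-ko.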

Importantly, we showed that mesenchymal and epithelial gene expressions affected by ERK5-ko are cell line specific. ERK5-ko cells had upregulated E-cadherin (CDH1) transcript (6.13-fold, *p* < 0.05) and protein (4.37-fold, *p* < 0.05) expression in MDA-MB-231 cells (Figure 1D, Supplementary Figure 3). *CDH1* gene expression was upregulated 3.28-fold in Hs578T cells. Consistent with induction of mesenchymal-to-epithelial transition (MET), loss of ERK5 expression decreased transwell motility *in vitro* by 30.2 and 79.4% in MDA-MB-231 and Hs-578T cells, respectively, compared to parental control (Figures 1E,F). Proliferation of MDA-MB-231 TNBC cells, assessed by Ki-67 immunofluorescence staining, was not significantly altered by ERK5 knock-out, suggesting the anti-migratory effects observed were not complicated by differences in proliferative rates (Supplementary Figures 4A,B).

**Figure 1:**
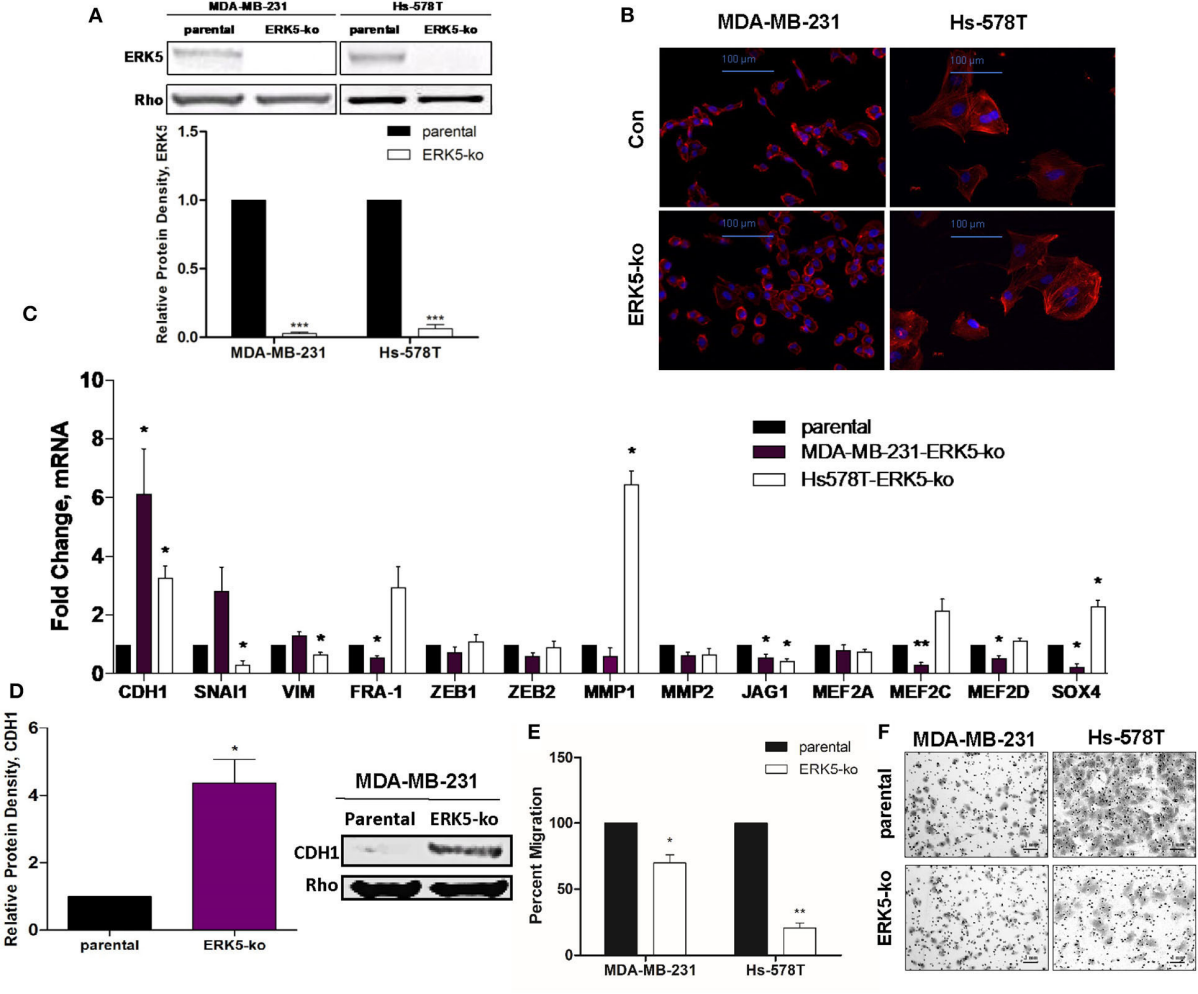
ERK5 ablation promotes an epithelial phenotype in TNBC cells. **(A)** ERK5 expression was knocked out in MDA-MB-231 and Hs-578T cells using the CRISPR/Cas9 system. Total protein was extracted from TNBC-parental and -ERK5-ko cells and Western blot was performed for total ERK5 expression. Rho-GDIα served as a loading control. Bars represent normalized protein density ± SEM with parental control cells set to 1, *n* ≥ 3. **(B)** Representative images of immunofluorescence staining. Phalloidin = red; blue = DAPI nuclear stain; Con = parental control. Representative images are shown at 200× magnification. **(C)** MDA-MB-231- or Hs-578T-parental and -ERK5-ko cells were analyzed for changes in EMT-associated and MEK5/ERK5 downstream gene expression by qRT-PCR. Data was normalized to β-actin and parental controls and samples were run in triplicate. **(D)** Western blot for CDH1 in MDA-MB-231- or Hs-578T-ERK5-ko cells compared to respective parental controls. Data was normalized to Rho-GDIα. *p < 0.05, **p < 0.01. **(E)** Transwell migration assay for MDA-MB-231- and Hs-578T-parental and -ERK5-ko cells. Cells (25,000 cells/chamber) were plated with serum-free media in the top chamber, and 10% FBS media in the bottom chamber as the chemoattractant. Bars represent average number of migrated cells normalized to parental cells ± SEM of triplicate experiments. **(F)** Representative images of the transwell migration assay of MDA-MB-231 and Hs-578T parental and -ERK5-ko cells. Images were captured at 100× magnification and scale bars represent 1 mm.

### ERK5 Knockout Impairs Tumor Growth Kinetics and Metastasis *in vivo*

To elucidate the effects of complete CRISPR-Cas9-mediated ERK5 ablation on tumor growth, we employed an orthotopic xenograft model. SCID/Beige mice were inoculated with TNBC parental cell lines (MDA-MB-231, Hs-578T) and ERK5-ko cells into the mammary fat pads. Primary tumor growth kinetics of ERK5-ko cells compared to parental cells was significantly impaired for both tumor size and weight. Tumor weights of the ERK5-ko group was 6.2 times lower than that of MDA-MB-231 parental xenografts (*p* < 0.001) on day 28 post-cell injection (Figures 2A,B). Knockout of ERK5 in Hs-578T cells formed smaller tumors, but due to the very small tumor formation by the parental cells, this was not significant (Supplementary Figure 5A). To determine impact of ERK5 knock-out on the EMT phenotype *in vivo*, CDH1 expression of MDA-MB-231 parental and ERK5-ko primary tumor sections was examined using immunohistochemistry (IHC). While edges of ERK5-ko tumors stained more positively for CDH1 than parental control tumors, no significant change was observed in CDH1 expression between ERK5-ko and parental control tumors overall (Supplementary Figure 6).

**Figure 2:**
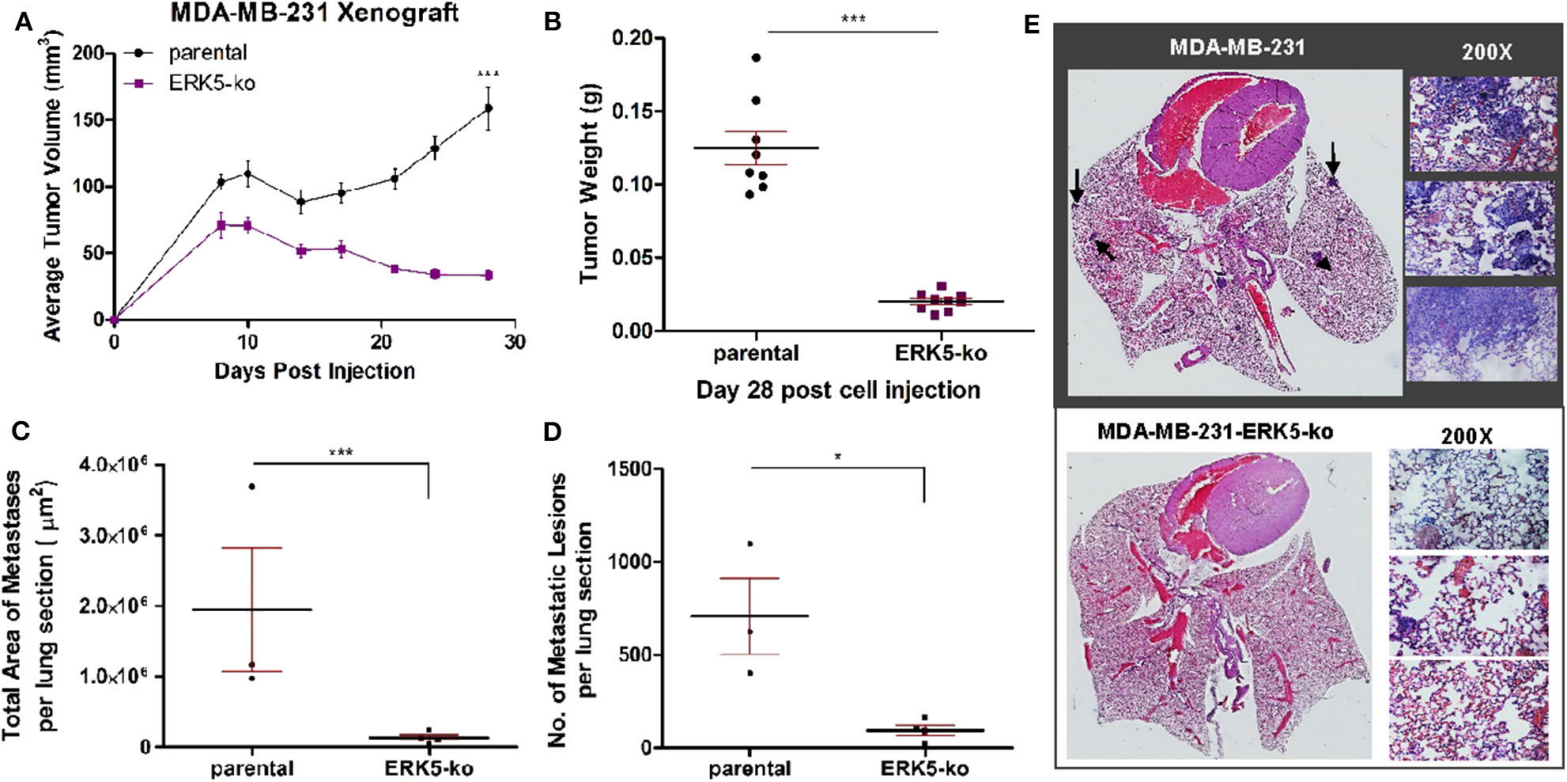
ERK5-ko suppresses tumor growth kinetics and metastasis of MBA-MB-231 cells *in vivo*. **(A)** Female SCID/beige mice (*n* = 5/group) were bilaterally injected into the MFP with MDA-MB-231 vector parental and -ERK5-ko cells. Data points represent mean tumor volume ± SEM. **(B)** At day 28 post-cell injection, primary tumors were excised and weighed; this facilitated distant metastatic seeding. While 10 injections were performed (two injections of cancer cells per mouse), only eight tumors formed in the MDA-MB-231 control group, and nine tumors formed in the MDA-MB-231-ERK5*-*ko group. **(C)** Total area of metastases was quantified using Aperio ImageScope software (Leica Biosystems). Points represent total area of metastases per lung section ± SEM. Parental, *n* = 3; ERK5-ko, *n* = 4. **(D)** Number of metastatic lesions was determined. *p < 0.05, ***p < 0.001. **(E)** H & E staining of lungs 30 days post-survival surgery was used to visualize metastases. Representative lungs from each group demonstrate decreased metastasis in the ERK5 knockout injected animals. Black arrows depict examples of metastases in the lung tissues. Magnified regions were viewed at 200×.

Given the prevalence of ERK5 expression in metastatic malignancies (22–24), we then examined the effects of ERK5 knock-out on metastatic progression following surgical resection of the primary tumor on day 28 post-inoculation. Animals were monitored for an additional 30 days, then lungs were harvested for analysis at necropsy. Relative area and number of metastatic foci was reduced in lung sections of MDA-MB-231-ERK5-ko injected mice compared to the parental controls (Figures 2C–E). Micrometastases were detected in mice inoculated with Hs-578T-parental cells and ERK5-ko cells, and the metastases were too small in area for accurate quantification (Supplementary Figure 5B).

Next, using an *in vivo* approach, we analyzed how ERK5 knockout affected colonization capabilities of invasive cells. Using cardiac injections of tumor cells in SCID/Beige mice, we found that while ERK5*-*ko resulted in suppression of tumor growth kinetics and metastasis, ERK5*-*ko cells were still capable of colonizing, suggesting that ERK5 mediates EMT reversal and promotes an epithelial phenotype. MDA-MB-231-ERK5-ko cells increased colonization of lungs in two of the five mice in the ERK5-ko group compared to injected MDA-MB-231 vector parental cells (Supplementary Figures 7A,C). Overall, this data was not significant. Additionally, colonization of the liver did not differ significantly between the two tested groups (Supplementary Figures 7B,D). While these findings suggested the transition to an epithelial phenotype of the ERK5-ko cells allowed for direct metastases to form, extrapolating conclusions from this experiment was limited by the insignificance amongst the data sets.

### ERK5 Alters Tumor Architecture and Extracellular Matrix Composition

Due to the lack of tumor formation in our ERK5-ko cell lines, we next sought to identify potential mechanisms of reduced tumor growth kinetics induced by ERK5-ko using a transcriptomic approach. We performed next-generation RNA-sequencing of MDA-MB-231-ERK5*-*ko and Hs-578T-ERK5-ko cells compared to parental controls to identify key signaling pathways that could regulate tumor formation. 

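In MDA-MB-231, 385 genes were called higher and 147 lower in libraries labelled ERK5-ko than in parental controls, at an adjusted p under 0.05 (limma) and a fold above 1.5 or below 0.5. In Hs-578T, 1285 genes were called higher and 449 lower. With the replicate number as a block, 388 were higher and 148 lower in MDA-MB-231, and 1313 higher and 449 lower in Hs-578T, and every gene called without the block was called with it. The alternative that moved the MDA-MB-231 counts most was the use of libraries labelled MEK5DD as the comparison group for genes called higher, 2401, and an adjusted p with no fold threshold for genes called lower, 1430. The fold thresholds are unequal in size, so the excess of higher over lower calls does not show that more genes rose. With a fold threshold of 1.5 in both directions, 689 genes were lower in MDA-MB-231 and 1343 in Hs-578T. Against parental controls and with no fold threshold, 949 were higher and 1430 lower in MDA-MB-231, and 2706 and 2707 in Hs-578T. MAPK7 RNA was not lower in the libraries labelled ERK5-ko, so the directions are those of the labels. For each line, the 3 called genes with the largest and the 3 with the smallest log2 fold change were taken among genes with a mean RPKM of at least 1 over the 12 libraries and no overlap between the groups' replicates. In MDA-MB-231, THBS2 (ENSG00000186340.14, chromosome 6, 169215780 to 169254044) rose from 2.19 ± 0.118 to 24.5 ± 3.68 RPKM (SD, n = 2 each), a log2 fold change of 3.21 (standard error 0.165, adjusted p = 7.63e-07, limma). RGS5 (ENSG00000143248.12, chromosome 1, 163111121 to 163321791) gave 2.93 (adjusted p = 3.04e-07) and MMP24 (ENSG00000125966.9, chromosome 20, 35226654 to 35277000) 2.57 (adjusted p = 7.63e-07), and the reads of both are uncertain, because RGS5 overlaps a second entry of the same name on its strand and NUF2 on the opposite strand, and MMP24 overlaps an antisense gene. The lowest value was that of KISS1 (ENSG00000170498.8, chromosome 1, 204190341 to 204196486), which fell from 14.5 ± 1.64 to 0.300 ± 0.126 RPKM (SD, n = 2 each), a log2 fold change of -4.23 (standard error 0.145, adjusted p = 3.27e-08, limma). NGFR (ENSG00000064300.8, chromosome 17, 49495293 to 49515017) gave -3.74 (adjusted p = 3.27e-08), and AQP1 (ENSG00000240583.10, chromosome 7, 30911855 to 30925516), which shares 11958 bases with another gene on its strand, gave -2.58 (adjusted p = 5.68e-06). In Hs-578T, RNASE1 (ENSG00000129538.13, chromosome 14, 20801228 to 20803278) rose from 0.176 ± 0.0236 to 33.4 ± 3.83 RPKM (SD, n = 2 each), a log2 fold change of 5.64 (standard error 0.118, adjusted p = 2.89e-10, limma). PLXDC2 (ENSG00000120594.16, chromosome 10, 19816239 to 20289856) gave 4.47 (adjusted p = 2.89e-10) and SPINK1 (ENSG00000164266.10, chromosome 5, 147824568 to 147831786) 4.06 (adjusted p = 2.07e-08). CYTL1 (ENSG00000170891.10, chromosome 4, 5014586 to 5019472) had 62.0 ± 2.20 RPKM (SD, n = 2) in parental controls and was at the floor in libraries labelled ERK5-ko, at least 318-fold lower, with a log2 fold change of -6.71 (standard error 0.169, adjusted p = 8.43e-10, limma). COX7A1 (ENSG00000161281.10, chromosome 19, 36150922 to 36152869) was at the floor in those libraries too, at least 27.5-fold lower, with a log2 fold change of -3.92 (adjusted p = 3.41e-07). PAGE5 (ENSG00000158639.11, chromosome X, 55089045 to 55288785) gave -3.93 (adjusted p = 2.77e-07), and its reads are uncertain because it shares 3798 bases with PAGE2, a gene of the same family on the same strand.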

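Gene families were taken from the gene symbols, which gave 29 collagen, 18 integrin and 10 laminin genes among those tested. In MDA-MB-231 libraries labelled ERK5-ko, 0 collagen genes were called higher and 4 lower than in parental controls, COL17A1, COL1A2, COL6A3 and COL7A1. At an adjusted p under 0.05 with no fold threshold (limma), 1 collagen gene was higher and 7 were lower. Median-ratio scaling gave 1 collagen gene called higher and 3 lower, and quantile normalization 1 and 2. Among the integrin genes, ITGB8 was called higher and ITGB2 lower in MDA-MB-231, and both scalings gave 1 call in each direction, while with no fold threshold 1 was higher and 4 were lower. The count of called laminin genes was 0 in each direction in MDA-MB-231, with 2 lower at an adjusted p under 0.05 and no fold threshold. In Hs-578T, 5 collagen genes were called higher, COL14A1, COL17A1, COL22A1, COL6A6 and COL7A1, and 3 lower, COL15A1, COL3A1 and COL8A2, of which 2 were called lower with quantile normalization, and with no fold threshold 5 were higher and 9 lower. Among the integrin genes of Hs-578T, ITGA2 and ITGAE were called higher and ITGA10 lower, and with no fold threshold 3 were higher and 6 lower. Among the laminin genes of Hs-578T, LAMB3 and LAMC1 were called higher and LAMA4 lower. COL17A1 and COL7A1 were called in opposite directions in the 2 lines. Family members that the paper does not name were listed after their values were seen. Each count of called genes was the same with the replicate number as a block, and each direction rests on the labels of libraries whose MAPK7 RNA was not lower.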

ERK5-ko resulted in loss of genes critical for extracellular matrix and mechanosensing signaling and altered pro-inflammatory pathways. The Hs-578T and MDA-MB-231-ERK5*-*ko cell lines only regulated a few shared genes (187 shared upregulated genes and 159 shared downregulated genes) between the cell lines (Figures 3A,B). However, the overall effect of gene regulation led to alterations of the same pathways, with the most commonly downregulated pathways being extracellular matrix organization, regulation of cell growth, regulation of cell adhesion, and response to mechanical stimulation (Figure 3C). 

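Of the genes called in each line, 40 were called higher in libraries labelled ERK5-ko of both lines, where 36.0 would be shared by chance (Fisher's exact test over the 13737 tested genes, two-sided p = 0.477). A further 7 genes were called lower in both, where chance gives 4.8 (Fisher's exact test, two-sided p = 0.342). More genes were called in opposite directions. The number called higher in MDA-MB-231 and lower in Hs-578T was 57, where chance gives 12.6 (Fisher's exact test, two-sided p = 3.25e-22), and 37 were lower in MDA-MB-231 and higher in Hs-578T, where chance gives 13.8 (p = 1.53e-08). Genes are not independent replicates, so these p values describe these libraries. The 4 overlaps were the whole family of overlaps tested. With the replicate number as a block, 41 genes were called higher in both lines and 7 lower. The use of libraries labelled MEK5DD as the comparison group moved the count of genes higher in both most, to 245, and an adjusted p with no fold threshold moved that of genes lower in both most, to 172. The 3 shared genes with the largest change in the line where they changed less were taken in each direction, among genes with a mean RPKM of at least 1. ACTBL2 (ENSG00000169067.3, chromosome 5, 57480016 to 57482809) gave a log2 fold change of 1.99 (standard error 0.127, adjusted p = 2.57e-06, limma) in MDA-MB-231 and 2.00 (adjusted p = 7.15e-07) in Hs-578T, and its sequence is close to that of other actins, so the assignment of its reads is uncertain. NELL2 (ENSG00000184613.10, chromosome 12, 44508275 to 44921848) gave 1.60 (adjusted p = 2.22e-05) and 3.18 (adjusted p = 2.73e-08), and GPRC5A (ENSG00000013588.5, chromosome 12, 12890782 to 12917937) gave 1.34 (adjusted p = 0.000433) and 1.50 (adjusted p = 6.37e-05). Of the genes lower in both, MXRA8 (ENSG00000162576.16, chromosome 1, 1352689 to 1361777) gave -1.65 (standard error 0.143, adjusted p = 2.8e-05, limma) in MDA-MB-231 and -1.35 (adjusted p = 3.25e-05) in Hs-578T. SEMA5A (ENSG00000112902.11, chromosome 5, 9035026 to 9546075) gave -1.37 (adjusted p = 0.00452) and -1.34 (adjusted p = 0.00198), and SCG2 (ENSG00000171951.4, chromosome 2, 223596940 to 223602503) gave -1.23 (adjusted p = 7.81e-05) and -1.85 (adjusted p = 1.18e-06). A pseudocount of 1 took SEMA5A in MDA-MB-231 out of the called genes (-0.87). With each replicate left out, SEMA5A in Hs-578T lay from -1.80 to -0.88, and -0.88 is short of the fold of 0.5.

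**Figure D3:**
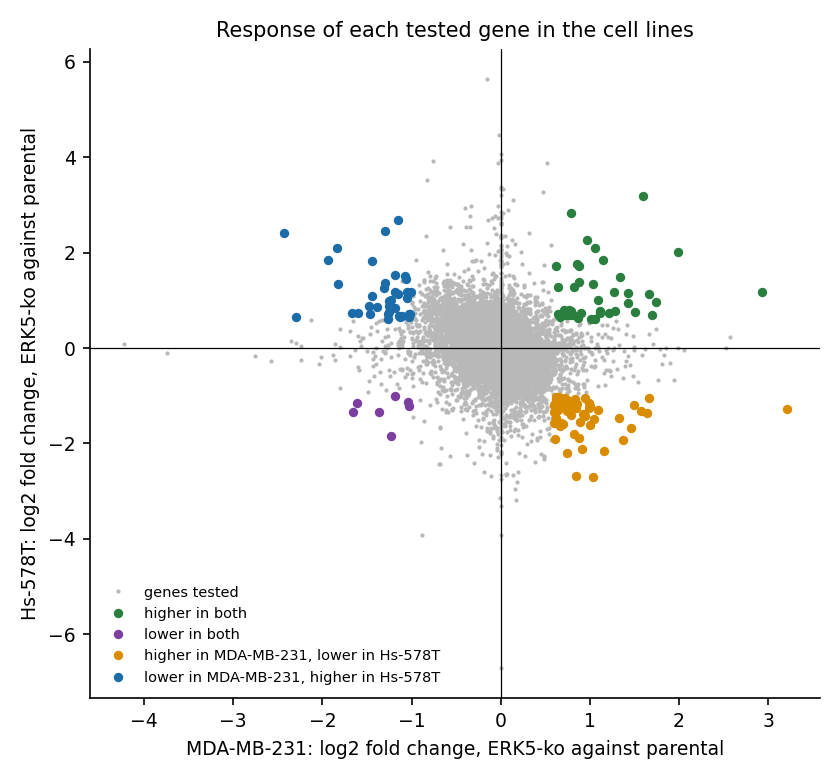
Log2 fold change of each of the 13737 tested genes, libraries labelled ERK5-ko compared to parental controls, in MDA-MB-231 (horizontal axis) and Hs-578T (vertical axis). Coloured points are genes called in both lines, 40 higher in both, 7 lower in both, 57 higher in MDA-MB-231 and lower in Hs-578T, and 37 the reverse.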

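The gene ontology terms of Figure 3C were not analysed here. The families of collagen, integrin and laminin genes were tested as sets with limma camera, two-sided, with adjustment over 6 set tests. Camera compares the test statistics of the genes in a set with those of the other genes. Its p values therefore do not test the differences in medians given beside them. In MDA-MB-231, the median log2 fold change of the collagen genes lay 0.04 above that of all tested genes (adjusted p = 0.4), that of the integrin genes differed by -0.05 (adjusted p = 0.4) and that of the laminin genes by -0.04 (adjusted p = 0.4). In Hs-578T the differences were -0.08 for collagen genes (adjusted p = 0.4), -0.15 for integrin genes (adjusted p = 0.4) and 0.03 for laminin genes (adjusted p = 0.536). None of the 6 sets passed an adjusted p of 0.05, and none passed an unadjusted p of 0.05, the smallest being 0.165. With the replicate number as a block, the adjusted p values were 0.481 for each set but the Hs-578T laminin genes, at 0.538. Over all alternatives, the adjusted p values of the 6 sets lay between 0.385 and 0.986. Over alternatives with both replicates kept, the MDA-MB-231 value lay between -0.12 and 0.16 for collagen genes and between -0.07 and 0.03 for integrin genes. Neither value therefore carries a direction. The collagen sign turned with median-ratio scaling, and with each line in its own fit the collagen value was -0.116. A total of 16 of the 29 collagen genes and 11 of the 18 integrin genes lay under the median of all genes in Hs-578T, compared to 14 and 10 in MDA-MB-231. The paper states that, although few genes were shared, the same pathways were altered in both cell lines, with organization of the extracellular matrix and response to mechanical stimulation among those most often downregulated.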

The Hs-578T-ERK5*-*ko and MDA-MB-231-ERK5-ko cell lines exhibited decreases in fibrillar and basement membrane associated collagens, fibronectin and select laminins in addition to decreases in the integrins that physiologically interact with these matrix proteins (Supplementary Table I). 

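For fibronectin, FN1 (ENSG00000115414.18, chromosome 2, 215360440 to 215436172), the mean RPKM was 48.0 ± 5.07 (SD, n = 2) in MDA-MB-231 parental controls and 43.1 ± 8.99 (SD, n = 2) in libraries labelled ERK5-ko, a log2 fold change of -0.17 (standard error 0.234, adjusted p = 0.698, limma). In Hs-578T the mean RPKM of FN1 was 2562 ± 1010.0 (SD, n = 2) in parental controls and 3027 ± 173 (SD, n = 2) in libraries labelled ERK5-ko, a log2 fold change of 0.30 (standard error 0.234, adjusted p = 0.338, limma). The replicates of the compared groups overlapped in both lines, so neither difference in FN1 was larger than the spread between replicates. Of the laminin genes that the paper names, LAMA4 (ENSG00000112769.18, chromosome 6, 112108760 to 112254939) was lower in both lines, by -0.89 (standard error 0.19, adjusted p = 0.00802, limma) in MDA-MB-231 and -1.96 (standard error 0.19, adjusted p = 1.7e-05, limma) in Hs-578T, and it was called lower in Hs-578T. LAMA4 was called lower in MDA-MB-231 as well with a pseudocount of 0.1 (-1.48) and with limma voom on the recovered reads, chosen after seeing the data.

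**Figure D4:**
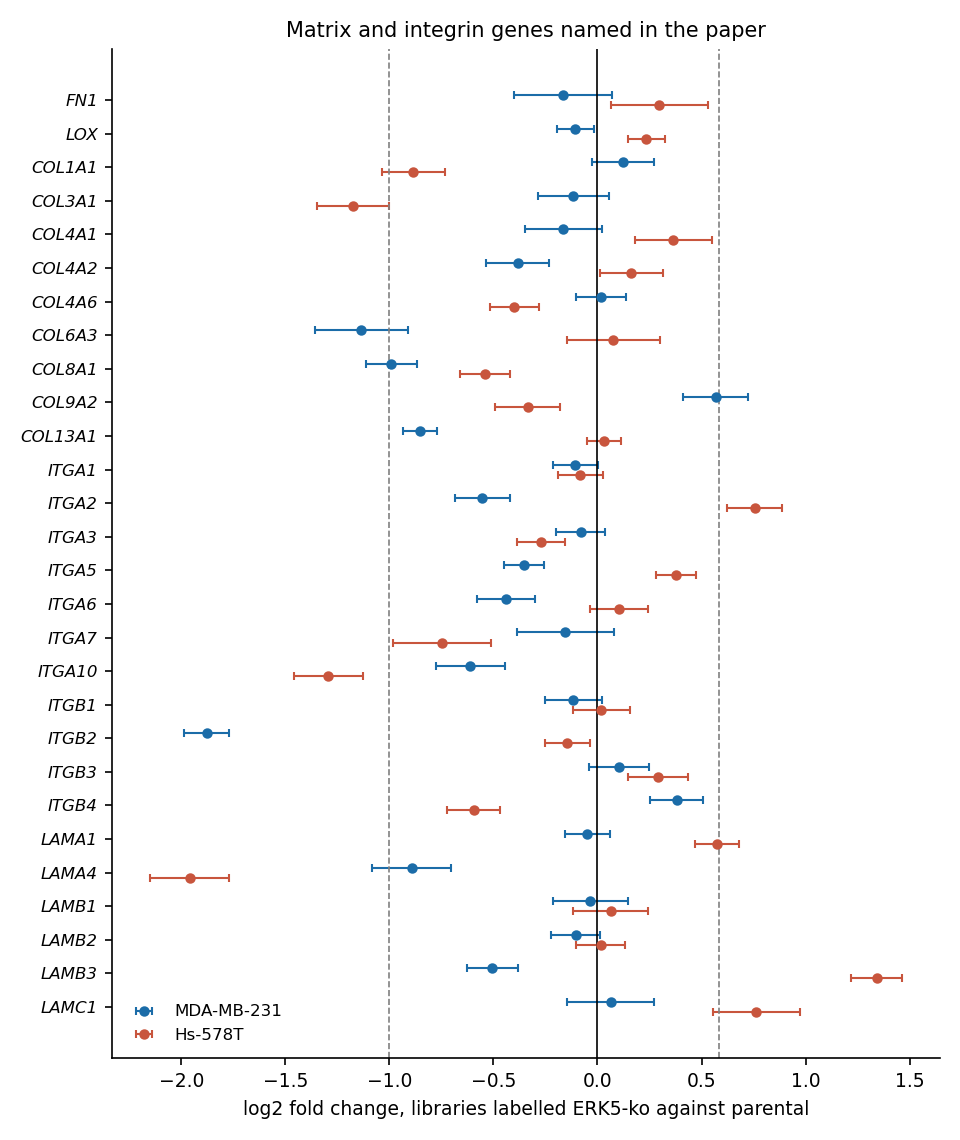
Log2 fold change of matrix and integrin genes named in the paper, libraries labelled ERK5-ko compared to parental controls, in each cell line, with the standard error from limma as error bars and dashed lines at the folds of 0.5 and 1.5 needed for a call. COL6A3 and ITGB2 lie past the lower line in MDA-MB-231 and COL3A1, ITGA10 and LAMA4 in Hs-578T, where ITGA2, LAMB3 and LAMC1 lie past the upper line (the sign turns with another scaling for LAMA1 and LAMB1 in MDA-MB-231 and for ITGB1 and LAMB2 in Hs-578T). COL3A1 in MDA-MB-231 and ITGB4 in Hs-578T were at the floor in libraries labelled ERK5-ko, so their plotted values understate the fold.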

In MDA-MB-231-ERK5*-*ko cells compared to parental controls, there was downregulation of collagen genes (*COL1A1, COL13A1, COL4A1, COL4A2, COL4A6, COL6A3, COL8A1, COL9A2*), integrins (*ITGA1, ITGA11, ITGA2, ITGA5, ITGA6, ITGB2, ITGB3, ITGB7*), laminins (*LAMA1, LAMB2, LAMB3, LAMC1, LAMC2*) and matrix crosslinking associated genes (lysl oxidase, *LOX*) (Supplementary Table I). 

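In MDA-MB-231, COL6A3 (ENSG00000163359.15, chromosome 2, 237324003 to 237414375) was called lower in libraries labelled ERK5-ko than in parental controls, at a log2 fold change of -1.13 (standard error 0.224, adjusted p = 0.00533, limma). Its mean RPKM was 3.53 ± 0.335 (SD, n = 2) in parental controls and 1.34 ± 0.248 (SD, n = 2) in libraries labelled ERK5-ko. COL6A3 was not called with a pseudocount of 1 (-0.95) or quantile normalization (-0.99). COL8A1 (ENSG00000144810.15, chromosome 3, 99638475 to 99799226) gave -0.99 (standard error 0.122, adjusted p = 0.000298, limma), short of the fold of 0.5, and was called lower with limma voom on the recovered reads, chosen after seeing the data. COL13A1 (ENSG00000197467.13, chromosome 10, 69801931 to 69964275) gave -0.85 (standard error 0.082, adjusted p = 5.34e-05, limma), past the adjusted p but not the fold. COL9A2 (ENSG00000049089.13, chromosome 1, 40300487 to 40317816) was higher, at 0.57 (standard error 0.156, adjusted p = 0.028, limma), and with a pseudocount of 0.1 (0.60) it no longer passed the adjusted p, while median-ratio scaling (0.63), quantile normalization (0.62) and limma voom called it higher. COL4A2 (ENSG00000134871.17, chromosome 13, 110305812 to 110513027) gave -0.38 (adjusted p = 0.107), or an adjusted p of 0.0448 with the replicate block, and COL4A1 (ENSG00000187498.14, chromosome 13, 110148963 to 110307149) gave -0.16 (adjusted p = 0.614). COL4A1 and COL4A2 overlap by 1338 bases on opposite strands. The values of COL1A1 (ENSG00000108821.13, chromosome 17, 50183289 to 50201632) and COL4A6 (ENSG00000197565.15, chromosome X, 108155607 to 108439497) were 0.12 (adjusted p = 0.648) and 0.02 (adjusted p = 0.966). Among the integrin genes, ITGB2 (ENSG00000160255.16, chromosome 21, 44885953 to 44931989) was called lower, at -1.88 (standard error 0.107, adjusted p = 1.22e-06, limma). ITGA2 (ENSG00000164171.10, chromosome 5, 52989326 to 53094779) gave -0.55 (adjusted p = 0.0143) and ITGA5 (ENSG00000161638.10, chromosome 12, 54395261 to 54419460) -0.35 (adjusted p = 0.0264), past the adjusted p but not the fold, and ITGA5 no longer passed with median-ratio scaling (-0.29). ITGA6 (ENSG00000091409.14, chromosome 2, 172427354 to 172506282) gave -0.44 (adjusted p = 0.0515), or an adjusted p of 0.0154 with the replicate block. For ITGA1 (ENSG00000213949.8, chromosome 5, 52787896 to 52959210) and ITGB3 (ENSG00000259207.7, chromosome 17, 47253846 to 47311816), whose values were -0.11 (adjusted p = 0.575) and 0.10 (adjusted p = 0.695), no difference was detected, and reads of both are uncertain because another protein-coding gene overlaps each on the same strand. ITGA11 was at the floor in both groups and no fold is given, and ITGB7 was under the RPKM of 0.5 needed for testing. Among the laminin genes, LAMB3 (ENSG00000196878.12, chromosome 1, 209614870 to 209652466) gave -0.51 (adjusted p = 0.0158), past the adjusted p but not the fold. LAMA1 (ENSG00000101680.13, chromosome 18, 6941744 to 7117814), LAMB2 (ENSG00000172037.13, chromosome 3, 49121114 to 49133118) and LAMC1 (ENSG00000135862.5, chromosome 1, 183023460 to 183145592) had adjusted p values of 0.821, 0.613 and 0.894, and quantile normalization turned the sign of LAMA1, to 0.05. LOX (ENSG00000113083.12, chromosome 5, 122063195 to 122078285) gave -0.11 (standard error 0.089, adjusted p = 0.466, limma), with overlapping replicates. All of these compare libraries by label, and MAPK7 RNA was not lower in those labelled ERK5-ko.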

When ERK5 expression was transiently transfected in MDA-MB-231-ERK5*-*ko cells, there was restoration of both matrix-associated genes and genes downstream of ERK5 signaling pathways (Supplementary Figure 8). 

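In Hs-578T, COL3A1 (ENSG00000168542.12, chromosome 2, 188974320 to 189012746) was called lower in libraries labelled ERK5-ko than in parental controls, at a log2 fold change of -1.18 (standard error 0.172, adjusted p = 0.000311, limma). Its mean RPKM was 2417 ± 242 (SD, n = 2) in parental controls and 1067 ± 0.892 (SD, n = 2) in libraries labelled ERK5-ko. With quantile normalization COL3A1 was not called (-0.84). ITGA7 (ENSG00000135424.15, chromosome 12, 55684568 to 55716043) had 2.23 ± 0.708 and 1.10 ± 0.0987 RPKM (SD, n = 2 each), a log2 fold change of -0.75 (standard error 0.234, adjusted p = 0.0252, limma), past the adjusted p but not the fold of 0.5. ITGB4 (ENSG00000132470.13, chromosome 17, 75721328 to 75757818) had 0.293 ± 0.0716 RPKM (SD, n = 2) in parental controls and 3 reads or fewer in each library labelled ERK5-ko, at least 6.22-fold lower. On the log2(RPKM + 0.5) scale, which understates the change of so low a gene, its value was -0.60 (standard error 0.128, adjusted p = 0.00354, limma), and it was called lower with a pseudocount of 0.1 (-1.66) and with limma voom on the recovered reads, chosen after seeing the data. ITGB4 overlaps GALK1 by 6225 bases on the opposite strand. MAPK7 RNA was not lower in these libraries labelled ERK5-ko.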

In Hs-578T-ERK5-ko cells compared to parental controls, there was downregulation of *COL3A1, ITGA7*, and *ITGB4*. It should be noted that overall the Hs-578T-ERK5-ko cell line had far less alterations to gene expression than the MDA-MB-231-ERK5-ko cell line. 

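Counting both directions, 532 genes were called between libraries labelled ERK5-ko and parental controls in MDA-MB-231 and 1734 in Hs-578T, a ratio of 3.26 of Hs-578T to MDA-MB-231 (limma, adjusted p under 0.05 and a fold above 1.5 or below 0.5). With the replicate number as a block, the counts were 536 and 1762. Over the alternatives that kept the paper's fold thresholds and the parental controls, the ratio lay between 2.64 with the replicate block and a correction for gene length and GC content, chosen after seeing the data, and 3.64 with a pseudocount of 1. With no fold threshold, 2379 genes passed the adjusted p in MDA-MB-231 and 5413 in Hs-578T, and with each line in its own fit the order turned, to 5043 and 3425. The median size of the log2 fold change over all tested genes was 0.17 in MDA-MB-231 and 0.27 in Hs-578T. The SD across genes of the log2 difference between the 2 replicates was 0.133 in MDA-MB-231 parental controls and 0.177 in its libraries labelled ERK5-ko, compared to 0.277 and 0.167 in Hs-578T.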

We confirmed using qRT-PCR that ERK5 knockout in both MDA-MB-231 and Hs-578T cells suppresses matrix-associated genes, specifically downregulating *COL1A1, COL4A1*, and *ITGA1*. ERK5 knockout in MDA-MB-231 alone downregulated *COL4A2, COL4A6, LAMA1, LAMA4, LAMB2*, and *LOX* genes (Figure 3D, Supplementary Table II). Importantly, it should be noted that these findings were cell-line specific. Some genes that were downregulated in MDA-MB-231-ERK5*-*ko cells were not downregulated in Hs-578T-ERK5*-*ko, including *LOX*. 

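Of the inflammatory genes, CXCL8 (ENSG00000169429.10, chromosome 4, 73740506 to 73743716), the gene of IL-8, had 28.3 ± 0.509 RPKM (SD, n = 2) in MDA-MB-231 parental controls and 41.6 ± 7.59 (SD, n = 2) in libraries labelled ERK5-ko, a log2 fold change of 0.54 (standard error 0.267, adjusted p = 0.201, limma). In Hs-578T, CXCL8 was called higher in libraries labelled ERK5-ko, from 13.6 ± 0.579 to 25.6 ± 6.61 RPKM (SD, n = 2 each), a log2 fold change of 0.87 (standard error 0.267, adjusted p = 0.0236, limma). IGFBP3 (ENSG00000146674.14, chromosome 7, 45912245 to 45921874) was lower in both lines, by -0.69 (standard error 0.102, adjusted p = 0.000954, limma) in MDA-MB-231 and -0.70 (standard error 0.102, adjusted p = 0.000309, limma) in Hs-578T, past the adjusted p but not the fold of 0.5. ADIPOQ (ENSG00000181092.9, chromosome 3, 186842690 to 186858463) had 3 reads or fewer in every library of both groups in both lines, so a change in it was not detectable at this depth. The directions are those of the library labels, since MAPK7 RNA was not lower in libraries labelled ERK5-ko.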

Evaluation of the RNA-seq data also demonstrated alterations of inflammatory genes associated with the extracellular tumor environment (*IL-8, IGFBP3, ADIPOQ*) in the knockout cell lines. Cytokine analyses of MDA-MB-231-ERK5-ko and Hs-578T-ERK5-ko cells compared to parental controls showed that ERK5-ko resulted in upregulation of *ADIPOQ* and downregulation of *IL-8, OPN, TARC, IGFBP3*, and *MPO* showing a role for ERK5 in regulation of inflammatory signaling pathways in the tumor microenvironment (Supplementary Figure 9). Together this data suggests that ERK5-ko alters the tumor microenvironment through the repression of the cancer secretome. This is observed through the modulation of both paracrine and mechanosensing factors (matrix and integrin).

**Figure 3:**
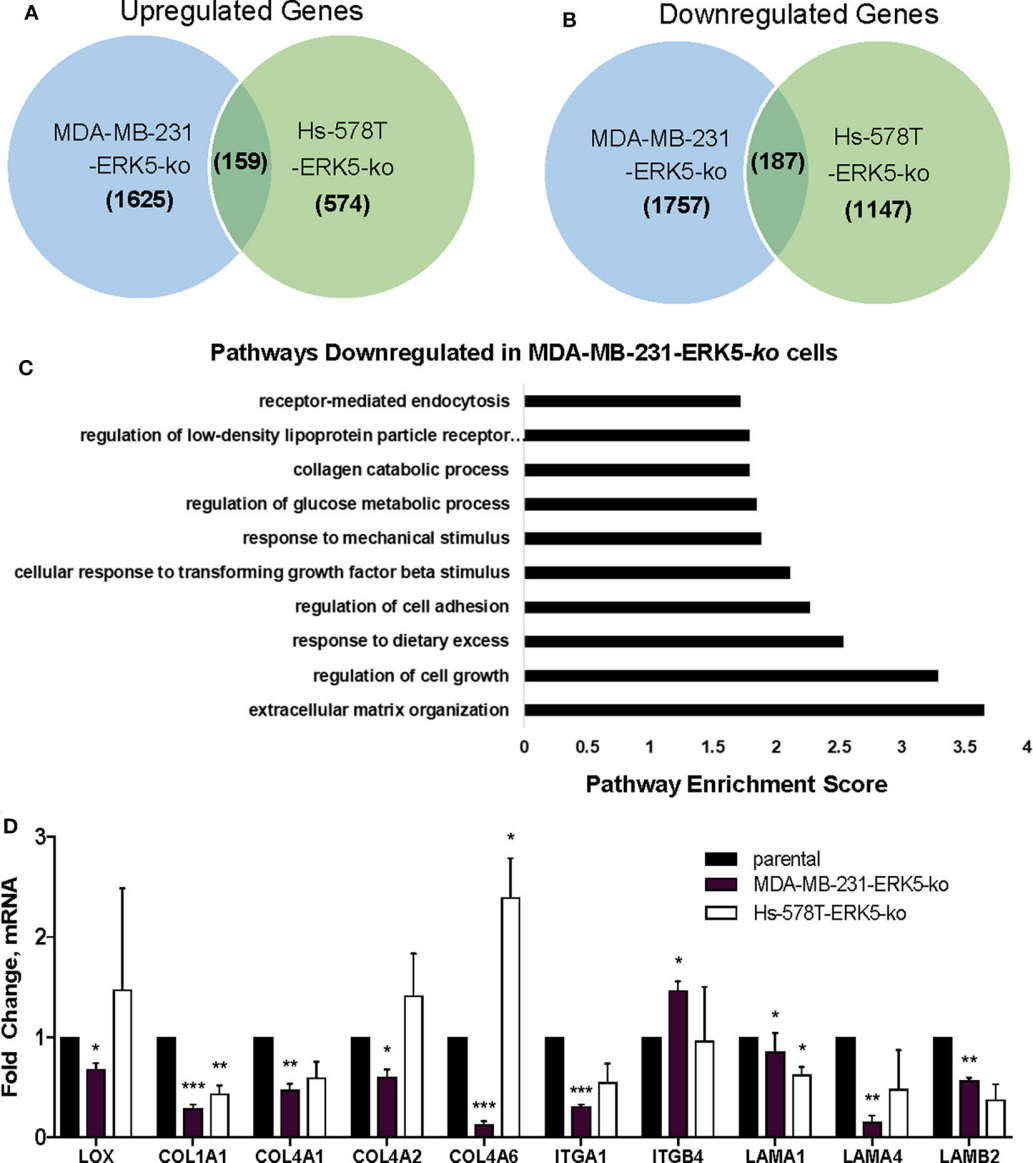
ERK5 deletion results in loss of extracellular matrix components. RNA-sequencing was performed with the MDA-MB-231- and Hs-578T-parental and -ERK5-ko cell lines. Genes were identified that were commonly **(A)** upregulated and **(B)** downregulated in TNBC ERK5-ko cells normalized to parental controls. **(C)** Pathway analysis of the RNA-sequencing showed significant downregulation of signaling pathways that organize the extracellular matrix, regulation of cell growth and regulation of cell adhesion. **(D)** qRT-PCR validation of ECM-associated genes identified from RNA-sequencing. Data was normalized to β-actin and parental controls. Data is represented as averages ± SEM of triplicate experiments. *p < 0.05, **p < 0.01, ***p < 0.001.

To further investigate the role of the tumor microenvironment in tumor growth capabilities of MDA-MB-231-ERK5-ko tumors, we introduced high concentration (HC) Matrigel™ into the xenografts. We bilaterally inoculated mice with MDA-MB-231-ERK5-ko cells combined with HC Matrigel™ (diluted 1:1 with PBS) into the mammary fat pads of female SCID/Beige mice, and recorded tumor volume twice weekly. After a latency period, MDA-MB-231-ERK5-ko tumors formed in all mice (Figure 4A; Supplementary Figure 10). Tumors were harvested and effects of ERK5-ko on cell adhesion and angiogenesis in MDA-MB-231 xenografts were evaluated using CDH1 and CD31 IHC staining, respectively. ERK5-ko xenografts exhibited significantly increased CDH1 expression compared to parental tumors (Figures 4B,C). ERK5-ko significantly suppressed CD31 positivity and thus angiogenesis compared to parental MDA-MB-231 xenografts (Figures 4D,E). Because the ERK5 knockout cell lines had loss of key matrix genes, we next sought to determine if ERK5-ko resulted in loss of tumor architecture. We decellularized the MDA-MB-231 vector parental and knockout tumors harvested from the experiments outlined in Figure 2. Decellularized tumors were then stained with H & E, Masson's trichrome stain and picosirius red to visualize ECM composition between the ERK5 knockout tumors and parental controls. The lack of cellular components in the H & E stain confirmed the tumors were thoroughly decellularized. Masson's trichrome and picosirius red stains to highlight collagen and keratin components did not show any notable differences between the two groups (Supplementary Figure 11).

**Figure 4:**
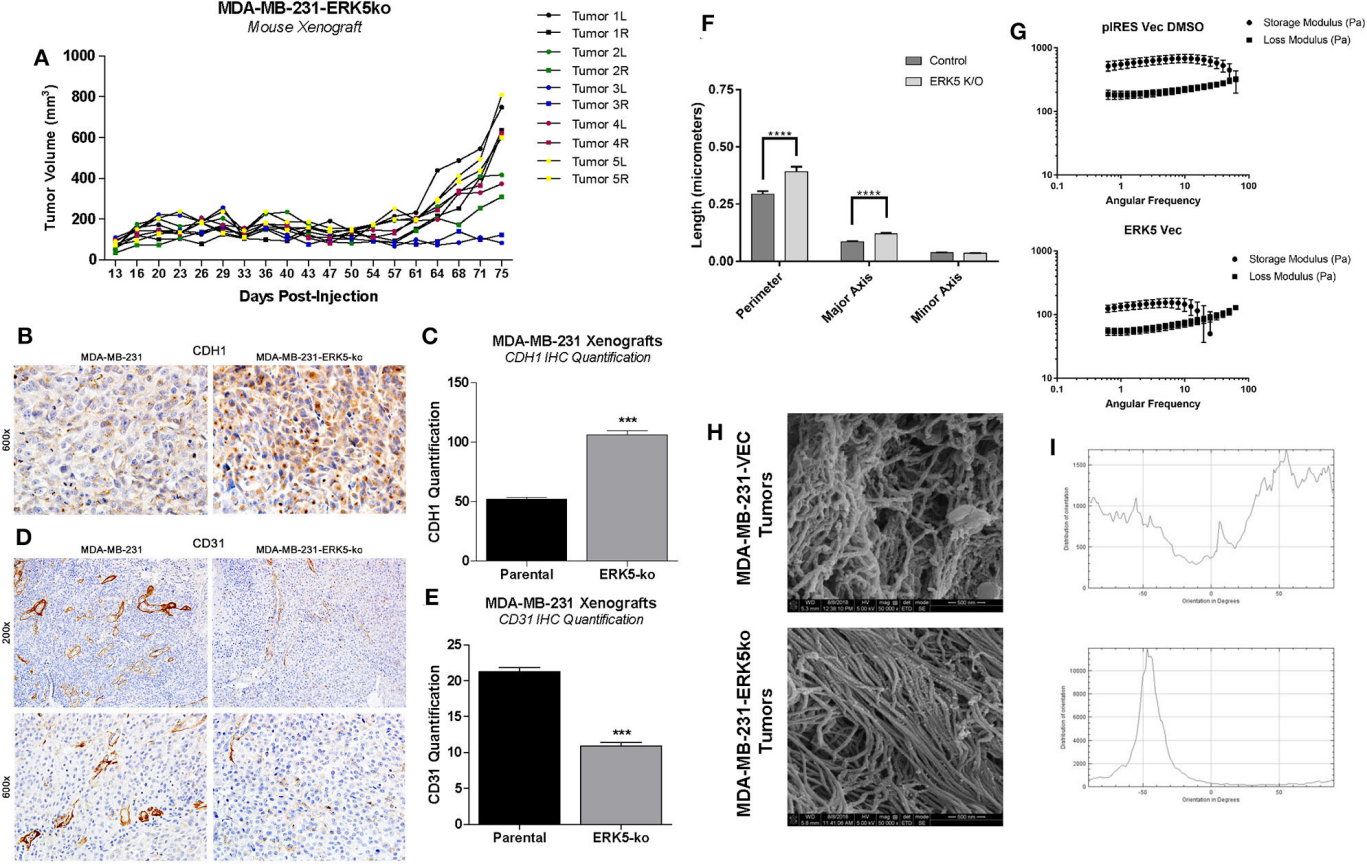
ERK5*-*ko suppresses angiogenesis and increased CDH1 expression of MDA-MB-231 xenografts and require ECM components to restore tumor growth. **(A)** SCID/Beige mice were inoculated bilaterally with MDA-MB-231-ERK5-ko (in vector) cells with high concentration Matrigel™ (HC MG; *n* = 5 mice) in independent experiments (5 × 10^6^ cells/injection). Cells were injected in the mammary fat pads bilaterally and individual tumor growth is represented, with right and left tumors indicated by “R” and “L”, respectively. MDA-MB-231-ERK5-ko tumors formed after a prolonged time period when injected with high concentration Matrigel™. Tumors were measured twice weekly with a digital caliper. Data points represent average tumor volume (mm^3^) ± S.E.M. **(B)** After resection the harvested tumors were formalin fixed, paraffin-embedded and sectioned. Immunohistochemistry for CDH1 performed in xenografts demonstrated a significantly higher expression of E-Cadherin in the cytoplasm of ERK5 knockout tumor cells compared with the MDA-MB-231 parental control cell line. **(C)** The number of CDH1 positive cells was counted in 12 fields of 600× magnification. ***p < 0.001. **(D)** Blood vessels were highlighted by CD31 positive immunohistochemistry staining. **(E)** The number of blood vessels in the ERK5 knockout tumors was significantly lower than their control parental counterparts, evident at both 200× and 600× magnification. **(F)** Quantification of extracellular matrix fibers within tumors derived from MDA-MB-231-ERK5*-*ko or -parental cell xenografts. Relative organization of the aligned fibers is also shown. A computer learning program was trained to distinguish between “fibers” and “non-fibers” based on pixel values; “pores” were defined as regions of non-fiber surrounded by fiber. Relative porosity between the tumor groups were quantified based on measurements of the “pore” regions (perimeter, major and minor axis diameters). The total number of pores analyzed were 637 and 500 in 50,000× images and 932 and 902 pores in 25,000× images for control and ERK5-ko decellularized tumors, respectively. One image for each magnification was quantified per group. ****p < 0.0001. **(G)** Rheometer analyses of decellularized tumors. Storage modulus (Pa) and loss modulus (Pa) are represented in the graphs. Less solid tumors are associated with intersection of storage and loss moduli at a lower angular frequency. **(H)** Representative images of cryogenic scanning electron microscopy of decellularized tumors derived from MDA-MB-231-VEC and -ERK5*-*ko cell lines. Images are shown at 50,000× magnification. **(I)** Relative orientation and alignment of ECM fibers visualized in the scanning electron microscopy images. Orientation is shown on the x-axis (degrees) and distribution of orientation is shown on the y-axis.

Cryo-SEM was performed on four randomly selected tumor pieces of the MDA-MB-231 vector and ERK5 knockout tumors. Tumor samples were analyzed for differences in porosity and fiber alignment (Figure 4F, Supplementary Figures 12A,B). To determine how knockout of ERK5 affects tumor matrix microarchitecture, decellularized tumors were evaluated for viscoelasticity using Oscillating rheometry, specifically a frequency sweep (Figure 4G). Both the storage and loss moduli of the control tumor were larger than ERK5-ko tumors at the same angular frequency, implicating tumor stiffness was reduced with ERK5 knockout. In addition, the storage and loss moduli of the ERK5-ko tumors crossed over at an earlier angular frequency than control tumors. This suggests that the architecture of the ERK5-ko tumors was not as connected, or cross-linked, as the control tumors. On average, SEM images taken of parental tumors demonstrated unaligned tumor fibers while the ERK5 knockout tumors had more controlled fiber alignments. This was validated through an adaptation of ImageJ and a machine-learning algorithm to identify fiber alignment. Representative images demonstrating the computer learning techniques utilized to visualize “fibers” and “pores” are shown in Supplementary Figure 12B. Though both tumor types displayed areas of both aligned and unaligned fibers, parental tumors displayed areas of heavily connected fiber formations (Figures 4H,I). SEM imaging of ERK5-ko tumors showed sparse areas of fibrous proteins (Supplementary Figure 12B), suggesting that ERK5-mediated regulation of the ECM might function on a more microscopic level. Additional analysis of fiber alignment and porosity suggests that the ERK5-ko tumors have increased macropore size (Figures 4F,H; Supplementary Figure 12A) and increased alignment of collagen fibers (Figure 4I; Supplementary Figure 12C), which may result in loss of internal tumor architecture observed in the ERK5-ko tumors. Taken together, these data suggest that ERK5-ko results in a loss of tumor extracellular matrix architecture.

## Discussion

Due to the enhanced activity of ERK5 in cancer tissue (10, 44, 45), it has been proposed as a candidate therapeutic target (46). TNBC subtypes have limited targeted therapeutic options, based on lack of expression or overexpression of the commonly targeted proteins, estrogen receptor or HER2 receptor (47). ERK5 is associated with poor distant metastasis-free survival (Supplementary Figure 13A) (48) and has highest expression in clinically aggressive basal B TNBC compared to other breast cancer subtypes (Supplementary Figures 13B,C) (10, 12). The MEK5/ERK5 axis has been extensively studied with respect to epithelial-to-mesenchymal transition and driving a mesenchymal and migratory phenotype (9, 10, 15, 22, 45, 49). Pavan et al. found ERK5 to be a critical gene in breast cancer cell EMT and metastasis using a kinome-wide high content siRNA screen (50). Here, we first confirmed that ERK5 expression regulates the mesenchymal phenotype and cell migration using a CRISPR/Cas9 knockout system. 

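A difference between the lines in the effect of the ERK5-ko label passed an adjusted p of 0.05 (limma interaction contrast) for 5466 genes, 39.8% of those tested, and for 6638 with the replicate number as a block, the alternative that moved this count most. The effect was larger in MDA-MB-231 for 2510 of the 5466 genes and larger in Hs-578T for 2956, in signed terms. Of the 2125 genes called in either line, 1943 passed this test. Across the tested genes, the log2 fold changes of the 2 lines had a Pearson's r of -0.237 and a Spearman's rho of -0.315, with no p given because genes are not independent replicates.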

Notably, we observed differences in gene expressions altered by ERK5 knockout in MDA-MB-231 cells compared to Hs-578T cells, suggesting that ERK5 knockout has specific effects in different cell contexts although the cell biology/behavior effects (cell migration, cell morphology) are similar. These findings are consistent with other studies that have shown variable ERK5 expression in cell lines (51, 52). Effects of ERK5 expression loss on metastasis was tested using MDA-MB-231-ERK5*-*ko xenografts. While we observed decreased metastasis to the lungs and livers for the ERK5 knockout group, our experimental design for the *in vivo* experiments did not rule out the possibility that our observations were dually impacted by both direct metastatic effects of remaining secondary tumors and changes in the metastatic capabilities of knockout cells. Future directions in interrogating metastatic effects of ERK5 expression in breast cancer using intracardiac injections would incorporate examining bone and brain metastases (53). Furthermore, consistent with current literature, Hs-578T xenografts are minimally invasive *in vivo* (54), which may explain the lack of contrast in metastatic potential between control and ERK5-ko tumors.

Using CRISPR/Cas9 knockout TNBC cell lines, we then tested the necessity of ERK5 expression in regulation of tumor growth. We discovered cell extrinsic effects of ERK5 deletion on the tumor microenvironment, specifically extracellular matrix composition and fiber alignment. ERK5-deficient TNBC cells have been shown to reduce cell attachment to matrix proteins fibronectin and vitronectin through FAK/PYK2*-*mediated signaling (55). Our data supports these findings, with ERK5 depletion resulting in loss of key extracellular matrix proteins essential for the adherence of integrins (44, 56) through suppressed expression of integrin alpha subunits (ITGA) 1, 2, 10, and 11. 

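By the same test, ITGA10 (ENSG00000143127.12, chromosome 1, 145891208 to 145910189) gave a log2 fold change of -0.61 (standard error 0.166, adjusted p = 0.0267, limma) in MDA-MB-231 libraries labelled ERK5-ko, whose MAPK7 RNA was not lower, and -1.29 (standard error 0.166, adjusted p = 0.000123, limma) in Hs-578T, where it was called lower. The difference between the lines in ITGA10 was 0.68 (adjusted p = 0.038), and it no longer passed with a pseudocount of 0.1 (0.59). Quantile normalization took ITGA10 in MDA-MB-231 out of those past the adjusted p (-0.50). ITGA2 was called higher in Hs-578T, at 0.76 (standard error 0.132, adjusted p = 0.000962, limma), and its difference between the lines was -1.31 (adjusted p = 0.00027). ITGA1 in Hs-578T gave -0.08 (adjusted p = 0.584), with no difference between the lines detected (adjusted p = 0.917). ITGA11 (ENSG00000137809.16, chromosome 15, 68296533 to 68432162) had 559.6 ± 106 RPKM (SD, n = 2) in Hs-578T parental controls and 507 and 498 RPKM in the 2 libraries labelled ERK5-ko, a log2 fold change of -0.14 (standard error 0.155, adjusted p = 0.503, limma).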

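For collagen genes other than those of type IV, Hs-578T gave the following in libraries labelled ERK5-ko, whose MAPK7 RNA was not lower, compared to parental controls. COL1A1 gave a log2 fold change of -0.88 (standard error 0.15, adjusted p = 0.000821, limma), past the adjusted p but not the fold of 0.5, and it no longer passed the adjusted p with quantile normalization (-0.32). COL8A1 gave -0.54 (adjusted p = 0.00464), COL13A1 0.03 (adjusted p = 0.786), COL6A3 0.08 (adjusted p = 0.814) and COL9A2 -0.34 (adjusted p = 0.11), which passed with the replicate block (adjusted p = 0.0273). The difference between the lines, MDA-MB-231 minus Hs-578T, was 1.01 (adjusted p = 0.00329) for COL1A1, -1.21 (adjusted p = 0.011) for COL6A3, -0.89 (adjusted p = 0.000157) for COL13A1 and 0.90 (adjusted p = 0.00754) for COL9A2 (limma). The difference of COL1A1 no longer passed with quantile normalization (0.49). For COL8A1 it was -0.45 (adjusted p = 0.0572), or an adjusted p of 0.0285 with the replicate block.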

Interestingly, we observed reduced expression in the respective collagens to which these integrins bind. This pattern of decreased matrix protein expression with corresponding integrin expression also included: FN1 with ITGA5, and ITGB7 and all laminin subunits (except LAMB2) with ITGA6 (44, 56). 

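ITGA5 was higher in Hs-578T libraries labelled ERK5-ko than in parental controls, at a log2 fold change of 0.38 (standard error 0.096, adjusted p = 0.00935, limma), and its difference between the lines was -0.73 (adjusted p = 0.00156). The difference between the lines in FN1 was -0.46 (adjusted p = 0.287). ITGB7 (ENSG00000139626.15, chromosome 12, 53191318 to 53207307) had a mean RPKM of 0.175 ± 0.156 and 0.186 ± 0.0841 in MDA-MB-231 parental controls and libraries labelled ERK5-ko, and 0.254 ± 0.0340 and 0.297 ± 0.0499 in Hs-578T (SD, n = 2 each), under the level needed for testing. ITGA6 gave 0.10 (adjusted p = 0.59) in Hs-578T, and its difference between the lines of -0.54 (adjusted p = 0.0476) no longer passed with a pseudocount of 0.1 (-0.55) or median-ratio scaling (-0.45). The laminin genes differed between the lines by -1.85 (standard error 0.174, adjusted p = 1.74e-05, limma) for LAMB3, -0.62 (adjusted p = 0.00711) for LAMA1 and 1.07 (adjusted p = 0.00896) for LAMA4. The difference of LAMA4 no longer passed with a pseudocount of 0.1 (0.61). LAMC1 gave -0.70 (adjusted p = 0.0809), or an adjusted p of 0.017 with the replicate block, and no difference was detected for LAMB1 (ENSG00000091136.13, chromosome 7, 107923799 to 108003255) (adjusted p = 0.783) or LAMB2 (0.584). As MAPK7 RNA was not lower in libraries labelled ERK5-ko, these signs follow the labels.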

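ITGA3 (ENSG00000005884.17, chromosome 17, 50055968 to 50090481) had 1121 ± 26.5 RPKM (SD, n = 2) in MDA-MB-231 parental controls and 1060.3 ± 6.28 (SD, n = 2) in libraries labelled ERK5-ko, a log2 fold change of -0.08 (standard error 0.117, adjusted p = 0.71, limma). In Hs-578T, ITGA3 gave -0.27 (standard error 0.117, adjusted p = 0.0878, limma). ITGB1 (ENSG00000150093.18, chromosome 10, 32900319 to 33005792) had 1381 ± 79.3 and 1277 ± 159 RPKM in MDA-MB-231 and 1706 ± 238 and 1720.0 ± 89.8 in Hs-578T (SD, n = 2 each), with log2 fold changes of -0.12 (adjusted p = 0.634) and 0.02 (adjusted p = 0.934), of which the second changed sign with median-ratio scaling (-0.01). ITGA7 in MDA-MB-231 gave -0.15 (standard error 0.234, adjusted p = 0.722, limma) at a mean RPKM of 0.582 ± 0.154 (SD, n = 2) in parental controls.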

Expression of other laminin-binding integrins, -A3B1 and -A7B1, was preserved within these cell lines. High density Matrigel™ may facilitate cell binding and tumor formation by activating these remaining integrin complexes in the ERK5 knockout system.

In this study we uncovered novel mechanisms of ERK5 function through the regulation of matrix structure and angiogenesis. Here we report for the first time that the MEK5-ERK5 axis is necessary in tumor growth and survival by mediating extracellular matrix (ECM) organization, composition, and integrity. We are the first to show mechanistically that ablation of ERK5 expression suppressed ECM genes and secreted cytokines, preventing tumor growth. We propose that this regulation of the ECM axis is both through proliferation-induced mechanosensing and induction of angiogenesis. Our initial studies showed that the angiogenic marker CD31 is lost in ERK5-ko, supporting data from other groups that ERK5 regulates angiogenesis (45). In accordance with this we observed decreased expression in pro-angiogenic cytokines (IL-8) (57) and pro-angiogenic matrix components (laminin, collagens type IV) in our ERK5-ko TNBC system. 

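In Hs-578T, LAMB3 was called higher in libraries labelled ERK5-ko than in parental controls, at a log2 fold change of 1.34 (standard error 0.123, adjusted p = 1.12e-05, limma). LAMC1 was also called higher, at 0.76 (adjusted p = 0.0137). With each replicate left out, LAMC1 lay from 0.39 to 1.14, and 0.39 is short of the fold of 1.5. LAMA1 gave 0.58 (adjusted p = 0.00144), short of the fold of 1.5, and was called higher with a pseudocount of 0.1 (1.08), with quantile normalization (0.65) and with limma voom on the recovered reads, chosen after seeing the data. LAMB1 gave 0.06 (adjusted p = 0.807) and LAMB2 0.02 (adjusted p = 0.927), and the sign of LAMB2 turned with median-ratio scaling (-0.01). Of the type IV collagen genes, COL4A1 gave 0.36 (adjusted p = 0.142), or an adjusted p of 0.0456 with the replicate block. COL4A2 gave 0.16 (adjusted p = 0.422) and COL4A6 -0.40 (adjusted p = 0.0202). The difference between the lines was -0.53 (adjusted p = 0.13) for COL4A1, -0.55 (adjusted p = 0.0613) for COL4A2 and 0.42 (adjusted p = 0.0687) for COL4A6 (limma), and the replicate block gave adjusted p values of 0.0409, 0.025 and 0.0536. MAPK7 RNA was not lower in the libraries labelled ERK5-ko that these directions compare.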

A dynamic relationship exists between angiogenesis and the ECM in cancer systems that influences tumor behavior (58–60). Pro-angiogenic factors (cytokines, growth factors) affect ECM functionality and integrity (57, 60), and certain ECM factors, including collagen IV, fibronectin, and laminin, are known mediators of vessel formation (57, 58). We propose these pro-stimulatory factors may converge in an ERK5-regulated signaling node to provide the physiologic growth signals necessary to support tumor growth (Figure 5).

**Figure 5:**
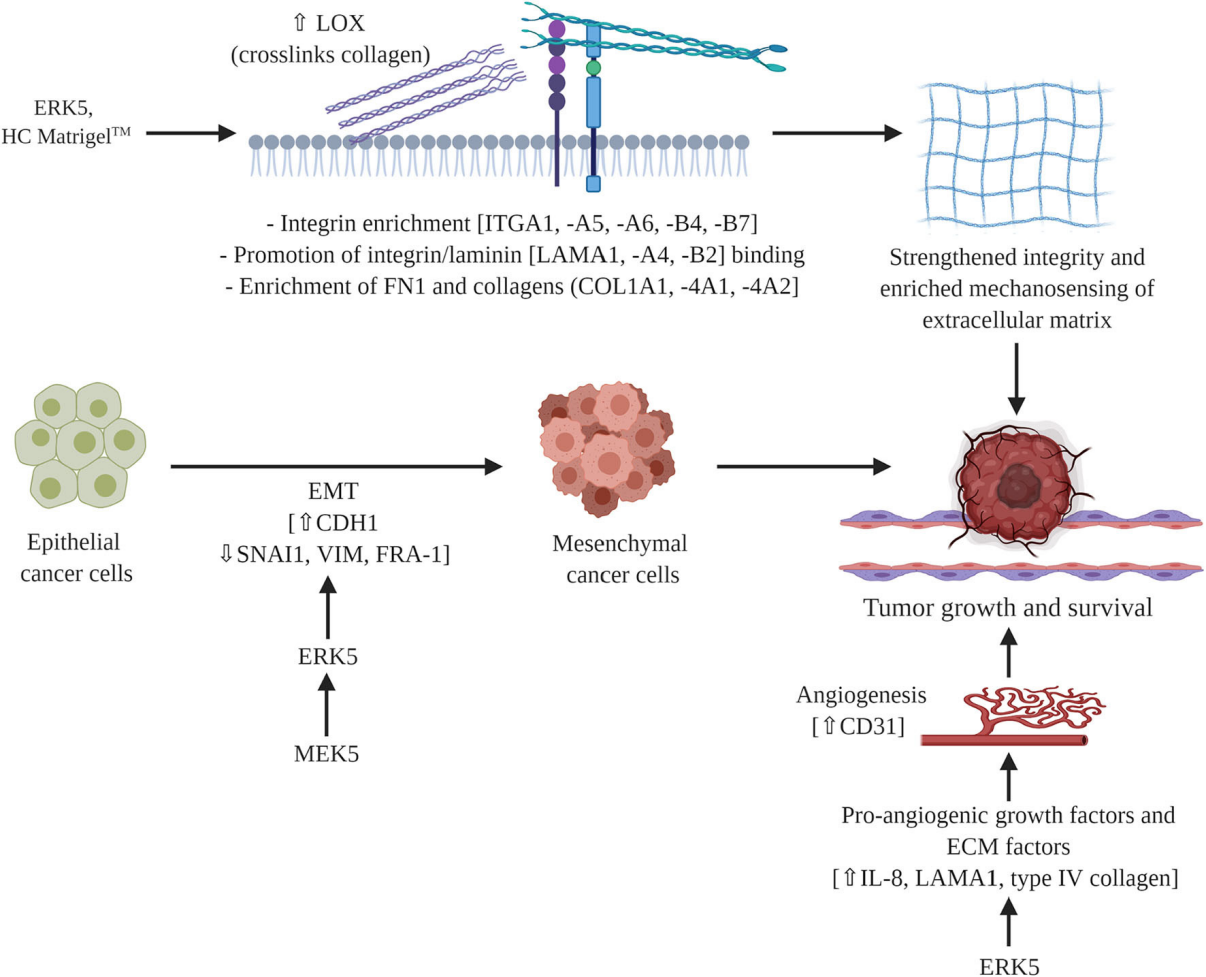
Proposed mechanism of MEK5/ERK5 signaling in triple negative breast cancer. ERK5 mediates breast tumor formation through cell intrinsic and cell extrinsic mechanisms. Pro-angiogenic factors and ECM components converge in a signaling node that is regulated by ERK5 to influence ECM integrity and functionality. Schematic figure was created with BioRender.com.

In addition to supporting a matrix through integration of MAPK and cytokine pro-angiogenic signaling, our findings indicate a role for ERK5 in matrix mechanosensing and pro-tumor survival through matrix stiffening independent of collagen deposition. Matrix stiffening and mechanosensing have previously been identified to increase TNBC survival. A stiff extracellular matrix has been well-documented as a regulator of cancer progression (61–64). Specifically, stiff breast tissue is a risk factor for development of breast cancer (64, 65) and promotes breast cancer metastasis (66). Increased breast stiffness correlates with an observed increase in fibril collagen (61, 63–65). To the best of our knowledge we are the first to demonstrate ERK5 as a mediator of matrix structure. Our initial analysis of matrix fibers using Masson trichrome does not demonstrates no dramatic change in ERK5-ko tumors compared to parental controls. This is in accordance with our RNA sequencing data that showed only minor changes in expression of main fibrillary collagens and instead identified collagens associated with the basement membrane as being the most significantly altered. 

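Of the fibrillar collagen genes, COL1A1 had 5.90 ± 0.112 RPKM (SD, n = 2) in MDA-MB-231 parental controls and 6.48 ± 0.644 (SD, n = 2) in libraries labelled ERK5-ko. In Hs-578T its RPKM was 11432 ± 2000.0 and 6153 ± 474 (SD, n = 2 each). COL3A1 in MDA-MB-231 had 0.0627 ± 0.0336 RPKM (SD, n = 2) in parental controls and was at the floor in libraries labelled ERK5-ko, a difference not detectable at this depth. The lowest log2 fold change among the 29 collagen genes tested was -1.80 in MDA-MB-231, for COL1A2, a fibrillar collagen gene, and -1.30 in Hs-578T, for COL8A2. The highest was 0.57 in MDA-MB-231, for COL9A2, and 2.62 in Hs-578T, for COL22A1. COL1A2, COL8A2 and COL22A1 were singled out after their values were seen. For the basement membrane collagen COL4A1, the RPKM was 22.2 ± 1.58 and 19.9 ± 3.09 in MDA-MB-231, and for COL4A2 it was 163 ± 3.96 and 125 ± 13.6 (SD, n = 2 each). Libraries labelled ERK5-ko are named by label, as their MAPK7 RNA was not lower.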

After tumors were decellularized the physical properties of the TME could be examined without cellular background influence. We observed larger gaps in the ERK5-ko tumors, suggesting that ERK5 depletion resulted in loss of ECM components that are crucial to tumor formation, specifically focusing on factors that cross-link and strengthen the matrix, such as LOX (Figure 5). Follow-up rheometer analyses show macromolecule degradation in MDA-MB-231-ERK5-ko tumors compared to parental controls. Conducting a frequency sweep on a biological material can reveal the degree of cross-linking that has occurred within that material and, by extension, both the stiffness and viscoelasticity of that material (67). By using a rheometer and increasing the angular frequency of the applied oscillation, the elastic or solid-like component (storage modulus) and the viscous or fluid-like component (loss modulus) of a biological material can be determined. The degree of cross-linking within a biological material can be identified by graphing the results of the frequency sweep. The material is determined to act more fluid-like at the point where the loss modulus overtakes the storage modulus. Therefore, that crossover point would occur at a higher angular frequency if the material has a higher degree of cross-linking. The data in Figures 4F–I suggests that when ERK5 is knocked out, tumors have a lower degree of cross-linking. This could be due to the lower expression of LOX enzymes seen in the ERK5-ko RNA sequencing analysis, a protein that is correlated with metastasis in breast cancer (68). 

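LOX had a mean RPKM of 27.6 ± 1.32 (SD, n = 2) in MDA-MB-231 parental controls and 25.6 ± 2.39 (SD, n = 2) in libraries labelled ERK5-ko. In Hs-578T it had 149.8 ± 8.82 and 176 ± 1.21 RPKM (SD, n = 2 each), a log2 fold change of 0.23 (standard error 0.089, adjusted p = 0.055, limma), or an adjusted p of 0.032 with the replicate block. The difference between the lines, MDA-MB-231 minus Hs-578T, was -0.34 (standard error 0.125, adjusted p = 0.0492, limma), and it no longer passed with median-ratio scaling (-0.25), quantile normalization (-0.29) or limma voom on the recovered reads (-0.34), the last chosen after seeing the data. LOX overlaps SRFBP1 by 12376 bases on the opposite strand.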

LOX enzymes assist in cross-linking fibril collagens in the ECM; the cross-linking of fibril collagens greatly contributes to overall tumor stiffness. The data on fiber alignment and pore size gained from the machine learning program shows promise as a tool to quickly and objectively evaluate SEM images. The data was consolidated from SEM images taken of the same location of two sets decellularized tumors at two magnifications: 50,000 and 25,000. The program could quickly and accurately quantify both what was and was not evident visually. Quantitatively, the images taken of the ERK5-ko tumors had more aligned fibers than the fibers in the images of the control tumors. In addition, the ERK5-ko tumors displayed larger pore perimeter and major axis when compared to the control. The altered pore size between the ERK5-ko and control tumors may add clarity to the weakened observed structure of the ERK5-ko tumors. To the best of our knowledge we are the first to detail a quantifiable measurement of tumor structure and alignment in decellularized tumors.

This study does have some limitations that should be addressed in future studies. Given the molecular heterogeneity of TNBC (69), ERK5 knockout effects on ECM should be tested in different molecular subtypes of TNBC. Additionally, there was no control for areas within the decellularized samples, so variability between inner and outer tumor axis were not accounted for and should be scrutinized in future studies. This factor may alter tumor alignment and pore size. Furthermore, due to the small size of ERK5-ko tumors, more tumors may have been samples from the outer edges compared to the larger parental tumors. Our data suggest maintenance of tumor architecture may be pivotal in tumor growth and maintenance. In accordance with this, a recent study profiling the effects of tissue porosity and cell-cell contacts demonstrated that increased pore size compared to a hydrogel lead to altered secretome of adipose stem cells (70). We are not aware of any other studies that performed analyses of the effects of tumor porosity and pore size regulation of cancer cell-cell contacts.

These data show a novel role for ERK5 in matrix integrity and subsequent tumor growth kinetics, consistent with a recent study that describes interactions between ERK5 and matrix-associated proteins (71). Mechanistically, we discovered ERK5 has an integral role in regulating the angiogenesis and mechanosensing signaling node (Figure 5). Translational methods utilized in this study to visualize the extracellular matrix introduce new strategies for evaluating potential targets and therapeutics in solid cancers.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: the NCBI Gene Expression Omnibus (GSE151765).

## Ethics Statement

The animal study was reviewed and approved by Institutional Animal Care and Use Committee, Tulane University School of Medicine. Approval reference number 4299R. Letters of approval are included in Supplementary Materials.

## Author Contributions

VH and MM performed most of the experiments included in this study. VH wrote the first draft of the manuscript. MM completed and formatted the manuscript for submission. SE, JL, HB, AP, DU, and MW contributed to the experiments included in Figure 1 and the mouse *in vivo* experiments. MRB performed the cytokine array experiments. MEB and BC-B generated the original idea of the project and provided funding for the majority of materials and resources needed to complete the experiments. MA and BR performed the IHC experiments included in Supplementary Data. LD performed the IHC experiments and analyses included in Figure 4. AB, JC, and PF contributed to the strategic design of the ERK5-ko metastasis experiments. FF and KN performed the RNA sequencing. LM contributed to the significant revisions in early stages of the manuscript and project design. EM, CK, VB, and JB performed the scanning electron microscopy and biophysical analyses. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: ERK5 Is Required for Tumor Growth and Maintenance Through Regulation of the Extracellular Matrix in Triple Negative Breast Cancer
**Source:** Front Oncol. 2020 Aug 3;10:1164. doi: 10.3389/fonc.2020.01164
**Supplement:** Supplementary file 1

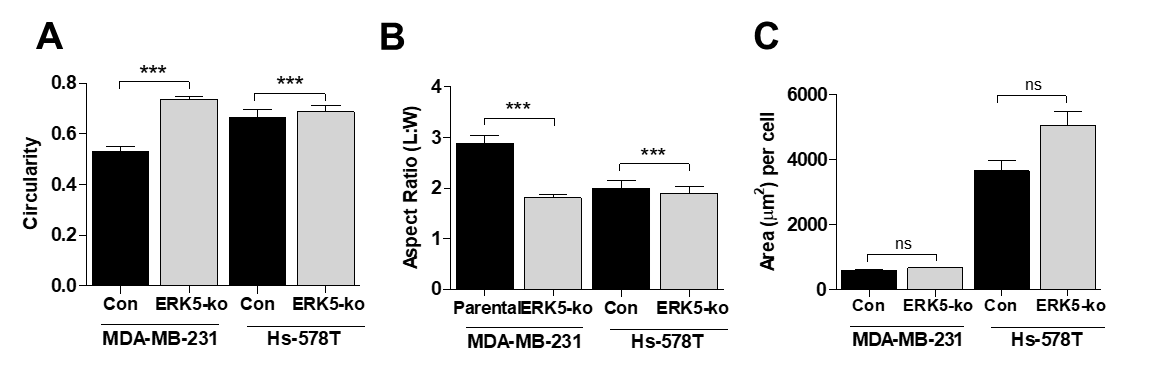

**Supplementary Figure 1. Morphometric quantification of MDA-MB-231 and Hs-578T parental and -ERK5-ko cells based on immunofluorescence staining of cells with phalloidin to highlight actin cytoskeletal filaments.** (A) cell circularity, (B) aspect ratios and (C) overall areas of individual cells were quantified and reported. N = 70 cells for MDA-MB-231 parental; N = 163 cells for MDA-MB-231-ERK5-ko; N = 25 cells for Hs-578T parental; N = 27 cells for Hs-578T-ERK5-ko.

# Supplementary material for: ERK5 Is Required for Tumor Growth and Maintenance Through Regulation of the Extracellular Matrix in Triple Negative Breast Cancer
**Source:** Front Oncol. 2020 Aug 3;10:1164. doi: 10.3389/fonc.2020.01164
**Supplement:** Supplementary file 2

**Supplementary Figure 2.** Epithelial-to-mesenchymal transition associated gene expressions identified from RNA sequencing analyses of MDA-MB-231 and Hs-578T-ERK5*-*ko tumors compared to parental controls.

# Supplementary material for: ERK5 Is Required for Tumor Growth and Maintenance Through Regulation of the Extracellular Matrix in Triple Negative Breast Cancer
**Source:** Front Oncol. 2020 Aug 3;10:1164. doi: 10.3389/fonc.2020.01164
**Supplement:** Supplementary file 3

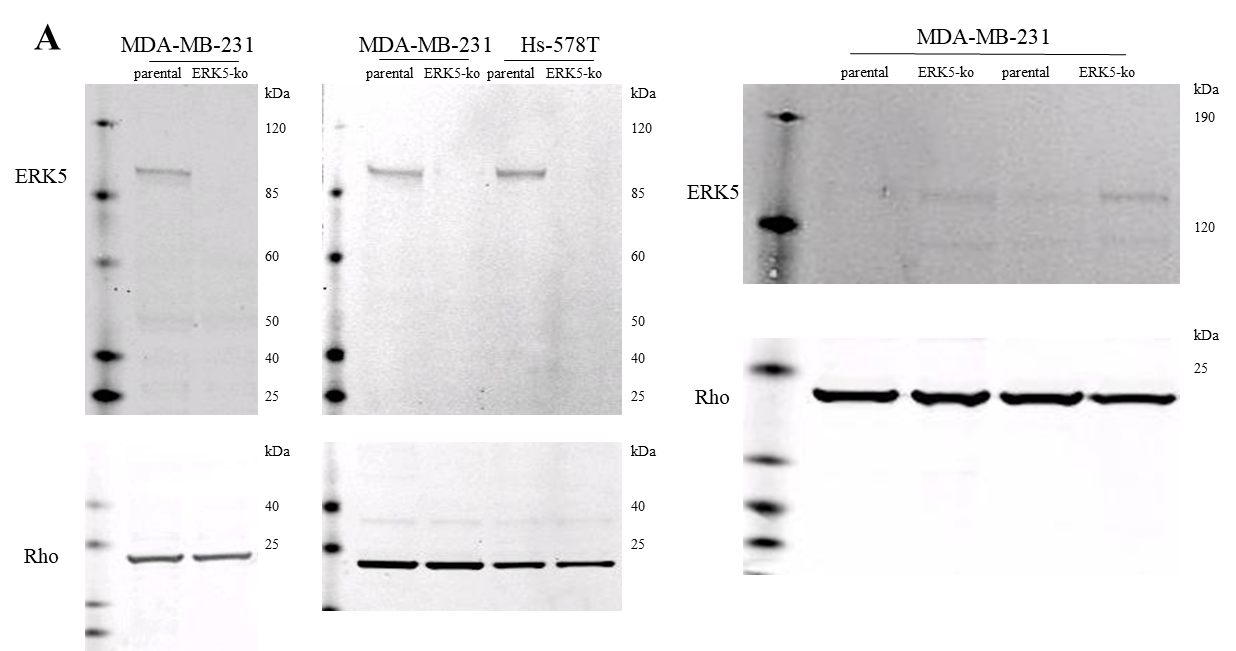

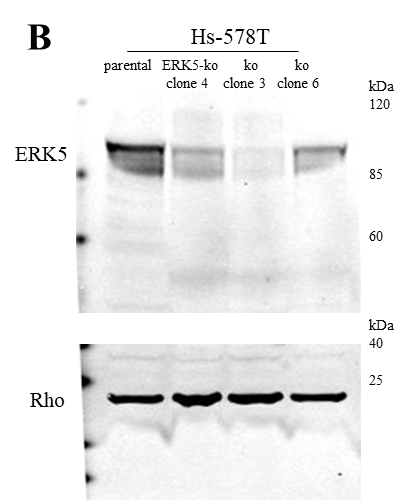

**Supplementary Figure 3.** (A) Full uncropped images of MDA-MB-231 and Hs-578T-ERK5 CRISPR/Cas9 knockout confirmation Western blots. (B) Hs-578T-ERK5 knockout clones. Rho was used for normalization.

# Supplementary material for: ERK5 Is Required for Tumor Growth and Maintenance Through Regulation of the Extracellular Matrix in Triple Negative Breast Cancer
**Source:** Front Oncol. 2020 Aug 3;10:1164. doi: 10.3389/fonc.2020.01164
**Supplement:** Supplementary file 4

**
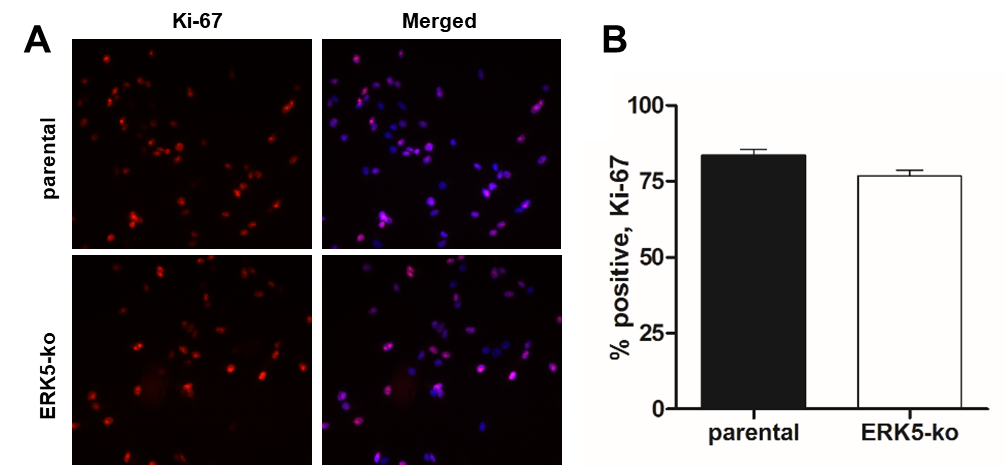
**

**Supplementary Figure 4.** (A) IF (Immunofluorescent) staining of Ki-67 in MDA-MB-231 control and -ERK5-ko cells, viewed at 200x. (B) 5 representative images were taken per well and percentage of Ki-67-positive cells relative to total (DAPI-positive) cells was calculated. Bars represent mean % of Ki-67 positive cells ± SEM of triplicate experiments.

# Supplementary material for: ERK5 Is Required for Tumor Growth and Maintenance Through Regulation of the Extracellular Matrix in Triple Negative Breast Cancer
**Source:** Front Oncol. 2020 Aug 3;10:1164. doi: 10.3389/fonc.2020.01164
**Supplement:** Supplementary file 5

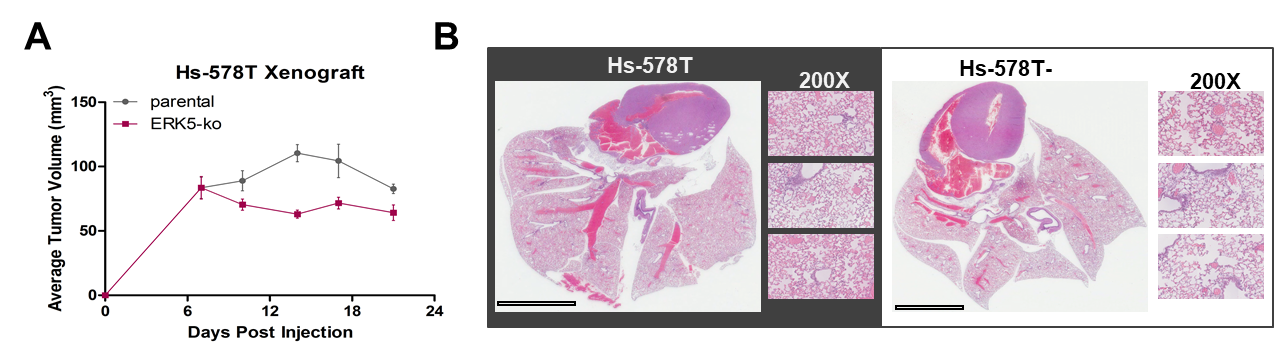

**Supplementary Figure 5. Hs-578T tumor formation in vivo.** (A) Female SCID/beige mice (n = 5/group) were bilaterally injected into the MFP with Hs-578T-parental and -ERK5-ko. Data points represent mean tumor volume ± SEM. (B) At necropsy 30 days post survival surgery, lungs were harvested, fixed and H & E stained. Representative images of lungs from each group, visualized using Aperio ScanScope slide scanner, depict low metastatic potential of Hs-578T tumors. Scale bar = 4 mm; magnified regions were viewed at 200x.

# Supplementary material for: ERK5 Is Required for Tumor Growth and Maintenance Through Regulation of the Extracellular Matrix in Triple Negative Breast Cancer
**Source:** Front Oncol. 2020 Aug 3;10:1164. doi: 10.3389/fonc.2020.01164
**Supplement:** Supplementary file 6

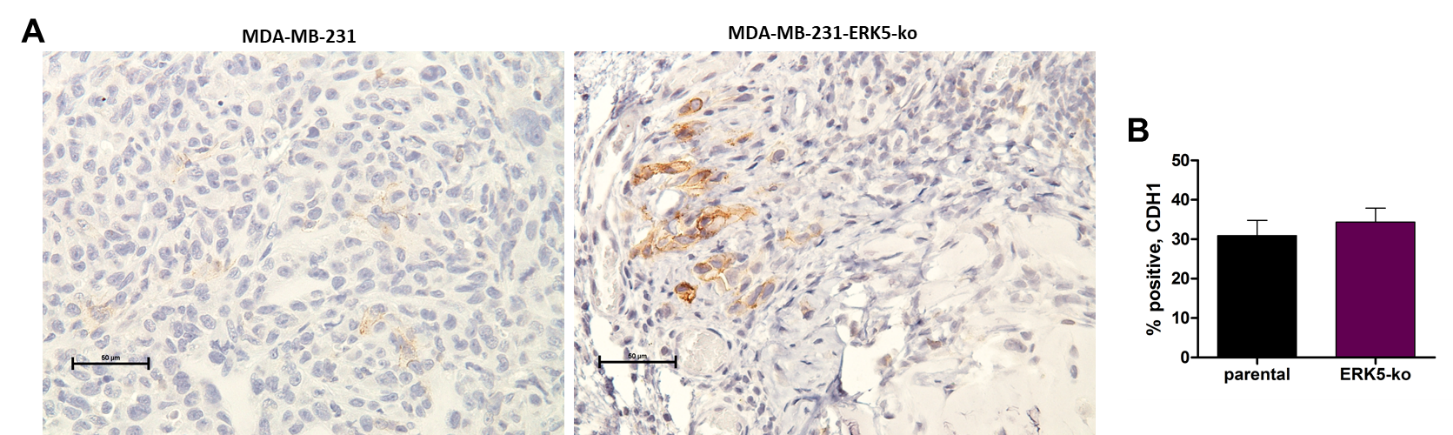

**Supplementary Figure 6. Immunohistochemical staining of CDH1 in MDA-MB-231-parental and -ERK5-ko xenografts.** (A) Tumors were sectioned and stained for CDH1 expression, viewed at 200X. (B) Representative images were taken (5 per tumor section) and percentage of CDH1-positive (stained) cells relative to total number of cells was determined. Bars represent percentage of stained cells per view, n = 3.

# Supplementary material for: ERK5 Is Required for Tumor Growth and Maintenance Through Regulation of the Extracellular Matrix in Triple Negative Breast Cancer
**Source:** Front Oncol. 2020 Aug 3;10:1164. doi: 10.3389/fonc.2020.01164
**Supplement:** Supplementary file 7

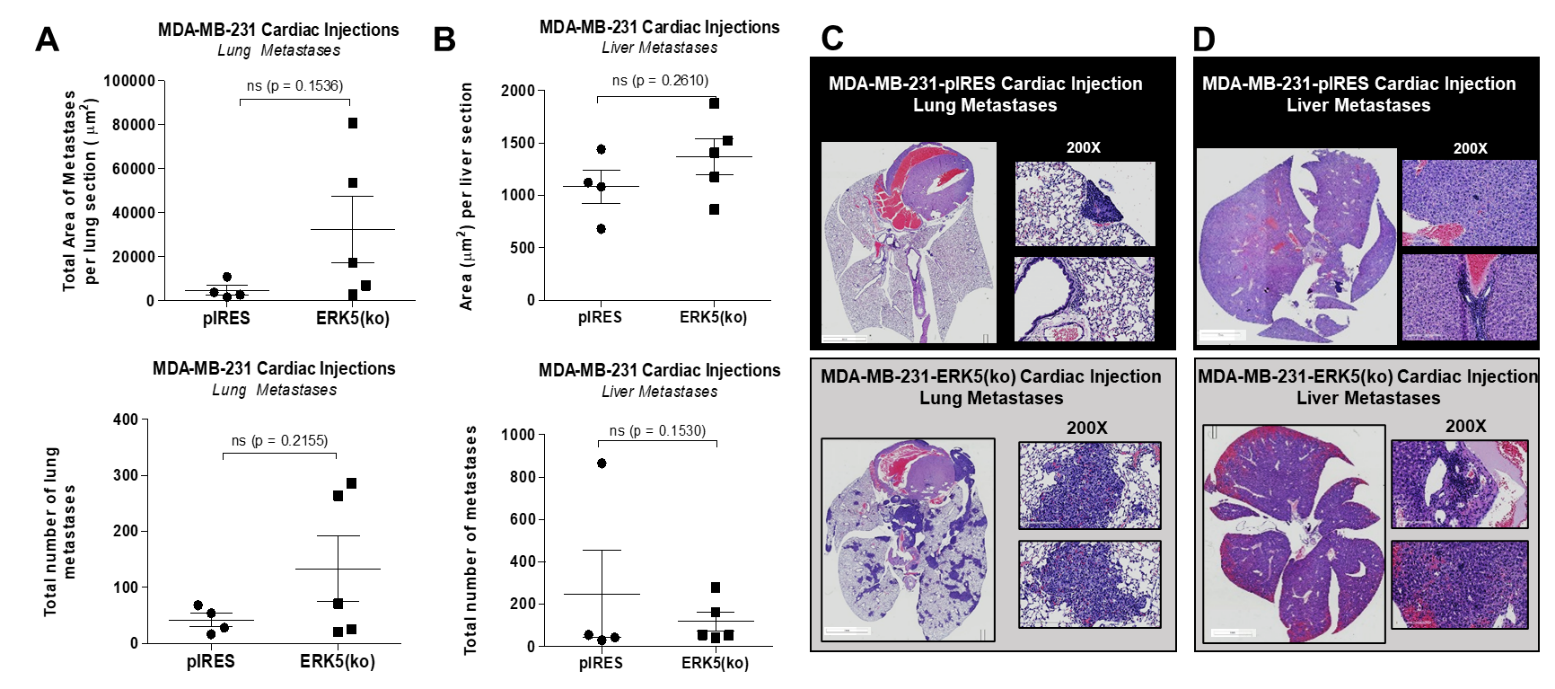

**Supplementary Figure 7. ERK5-ko suppresses tumor growth and metastasis but not colonization of MBA-MB-231 cells in vivo**. Intracardiac injections of MDA-MB-231 vector control and -ERK5-ko cells in SCID/Beige mice was used to evaluate colonization of ERK5-ko cells. For these experiments, a GFP-containing plasmid vector control was utilized to compare to the GFP-expression ERK5-ko cells (data not shown). n = 5/group. (A) ERK5-ko increased the number and area of lung metastatic lesions. (B) The number and area of liver lesions were not affected by ERK5-ko compared to the parental group. *** p<0.001. Representative images of (C) lungs and (D) livers harvested and H & E stained. Inserts are shown at 200x magnification.

# Supplementary material for: ERK5 Is Required for Tumor Growth and Maintenance Through Regulation of the Extracellular Matrix in Triple Negative Breast Cancer
**Source:** Front Oncol. 2020 Aug 3;10:1164. doi: 10.3389/fonc.2020.01164
**Supplement:** Supplementary file 8

**Supplementary Figure 8.** Transient transfection of ERK5 in MDA-MB-231-ERK5ko cells. qRT-PCR for matrix-associated genes (LOX, COL1A1, COL4A1, COL4A2, COL4A6, ITGA1, LAMA4, LAMB1) and genes downstream of the ERK5 signaling pathway (MEF2A, MEF2C, MEF2D, SOX4, JAG1). Data was normalized to β-actin and MDA-MB-231-ERK5-ko cells. None of the data was considered significant when compared to MDA-MB-231-ERK5-ko cells. Error bars represent SEM. All data sets were statistically compared to vector controls using an unpaired t-test, and none of the analyses were statistically significant.

# Supplementary material for: ERK5 Is Required for Tumor Growth and Maintenance Through Regulation of the Extracellular Matrix in Triple Negative Breast Cancer
**Source:** Front Oncol. 2020 Aug 3;10:1164. doi: 10.3389/fonc.2020.01164
**Supplement:** Supplementary file 9

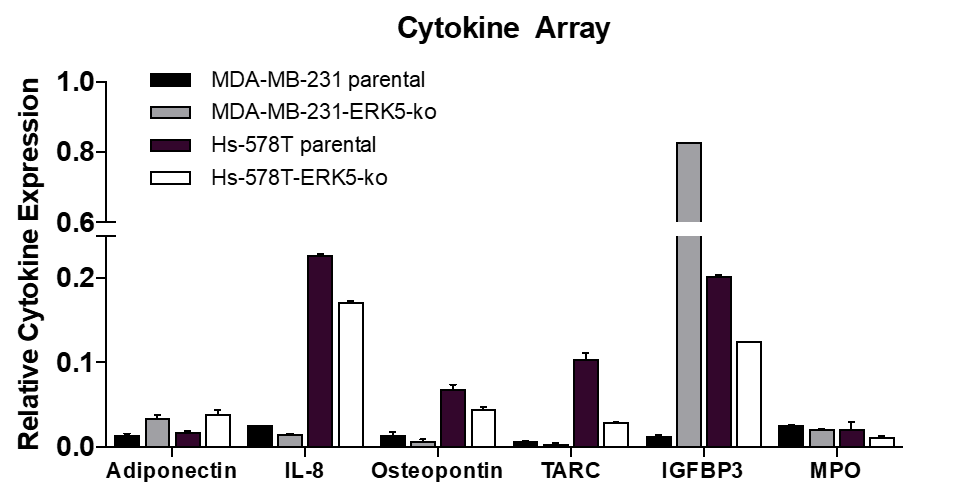

**Supplementary Figure 9. Cytokine array analysis of Hs-578T-ERK5-ko cells.** Relative cytokine expression was analyzed in MDA-MB-231-ERK5ko and HS-578T-ERK5-ko cells compared to parental controls. Error bars represent standard deviation. Samples were run in duplicate in independent experiments.

# Supplementary material for: ERK5 Is Required for Tumor Growth and Maintenance Through Regulation of the Extracellular Matrix in Triple Negative Breast Cancer
**Source:** Front Oncol. 2020 Aug 3;10:1164. doi: 10.3389/fonc.2020.01164
**Supplement:** Supplementary file 10

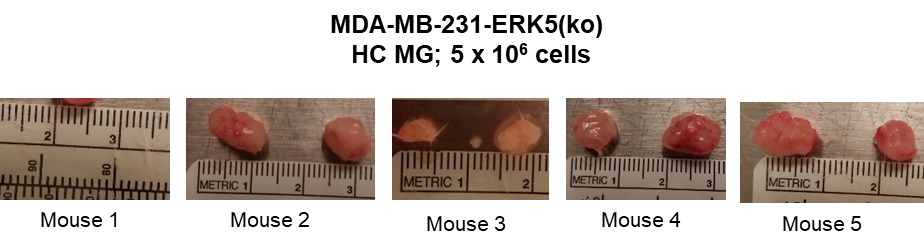

**Supplementary Figure 10.** Representation of tumors that were resected from SCID/Beige mice at the time of survival surgery. MDA-MB-231-ERK5-ko cells were injected with PBS and high concentration Matrigel into the MFPs of mice.

# Supplementary material for: ERK5 Is Required for Tumor Growth and Maintenance Through Regulation of the Extracellular Matrix in Triple Negative Breast Cancer
**Source:** Front Oncol. 2020 Aug 3;10:1164. doi: 10.3389/fonc.2020.01164
**Supplement:** Supplementary file 11

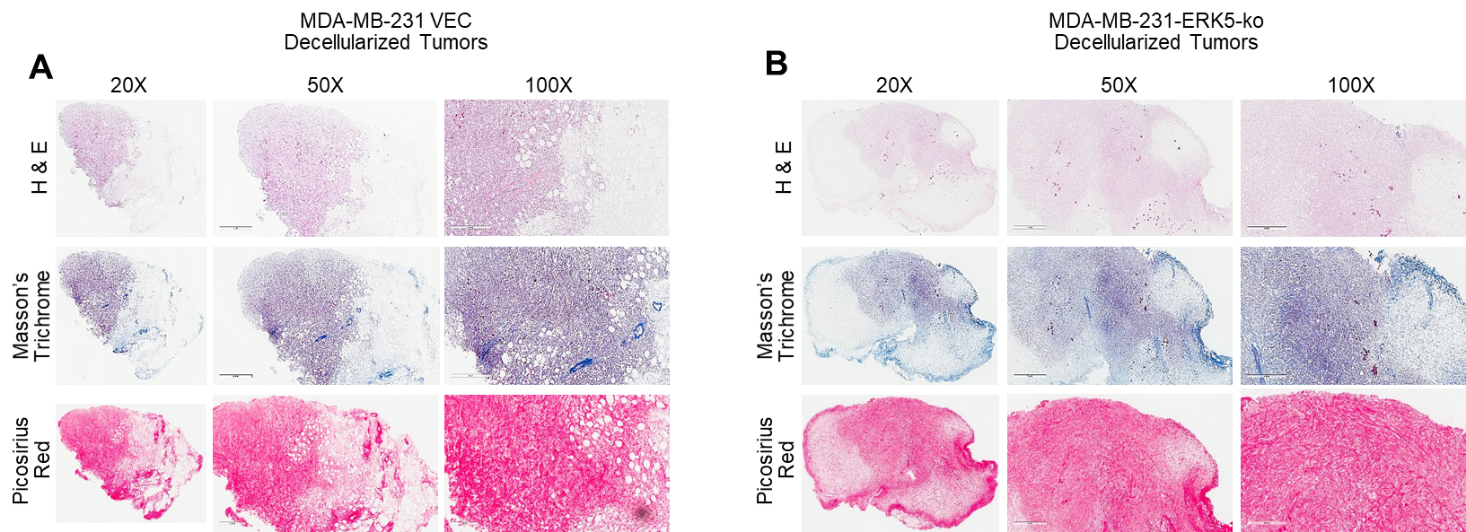

**Supplementary Figure 11.** Decellularized tumors from (A) MDA-MB-231 parental and (B) MDA-MB-231-ERK5-ko xenografts that were used in the cryo-SEM and rheometer analyses. Tumors were formalin fixed, paraffin-embedded and stained with H & E, Masson’s trichrome, or picosirius red. H & E stain was used to demonstrate the lack of cellular components after the decellularization process. Masson’s trichrome stain highlights keratin (red), collagen (blue), and cell nuclei (black), and picosirius red highlights collagens (red). Images are shown at 20X, 50X and 100X magnification.

# Supplementary material for: ERK5 Is Required for Tumor Growth and Maintenance Through Regulation of the Extracellular Matrix in Triple Negative Breast Cancer
**Source:** Front Oncol. 2020 Aug 3;10:1164. doi: 10.3389/fonc.2020.01164
**Supplement:** Supplementary file 12

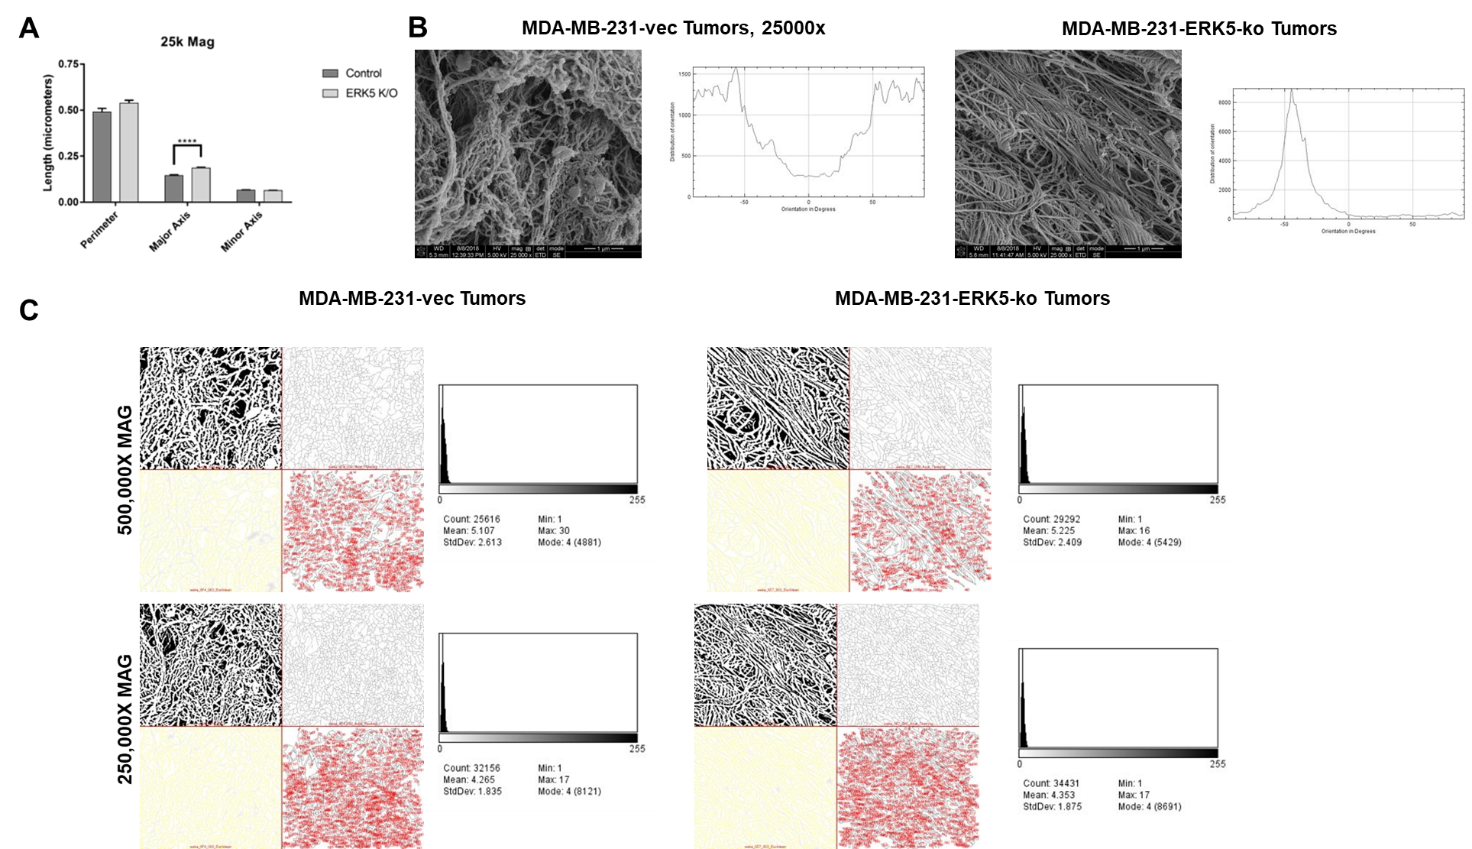

**Supplementary Figure 12.** (A) Quantification of extracellular matrix fibers within decellularized tumors derived from MDA-MB-231-ERK5-ko or -parental xenografts. Based on machine-learning algorithm definitions of ‘fiber’ and ‘porosity’, relative pore perimeter, and long and short axes were quantified. One image for each magnification was quantified per group; measurements of the 25,000X magnification group is displayed. (B) Orientation of matrix fibers in the ERK5-ko and control groups were quantified using cryogenic scanning electron microscopy as outlined in the Methods section. Representative images of cryogenic scanning electron microscopy of decellularized tumors derived from MDA-MB-231-vec and -ERK5-ko cell lines. Images are shown at 25,000X magnification. (C) Representative images of machine learning techniques utilized to quantify porosity parameters. A computer learning program was trained to distinguish between ‘fibers’ and ‘non-fibers’ based on pixel values; ‘pores’ were defined as areas of non-fiber surrounded by fiber. Relative porosity between the tumor groups were quantified based on measurements of the ‘pore’ regions (perimeter, major and minor axis diameters). The total number of pores analyzed were 637 and 500 in 50,000X images and 932 and 902 pores in 25,000X images for control and ERK5-ko decellularized tumors, respectively. ****p < 0.0001.

# Supplementary material for: ERK5 Is Required for Tumor Growth and Maintenance Through Regulation of the Extracellular Matrix in Triple Negative Breast Cancer
**Source:** Front Oncol. 2020 Aug 3;10:1164. doi: 10.3389/fonc.2020.01164
**Supplement:** Supplementary file 13

**
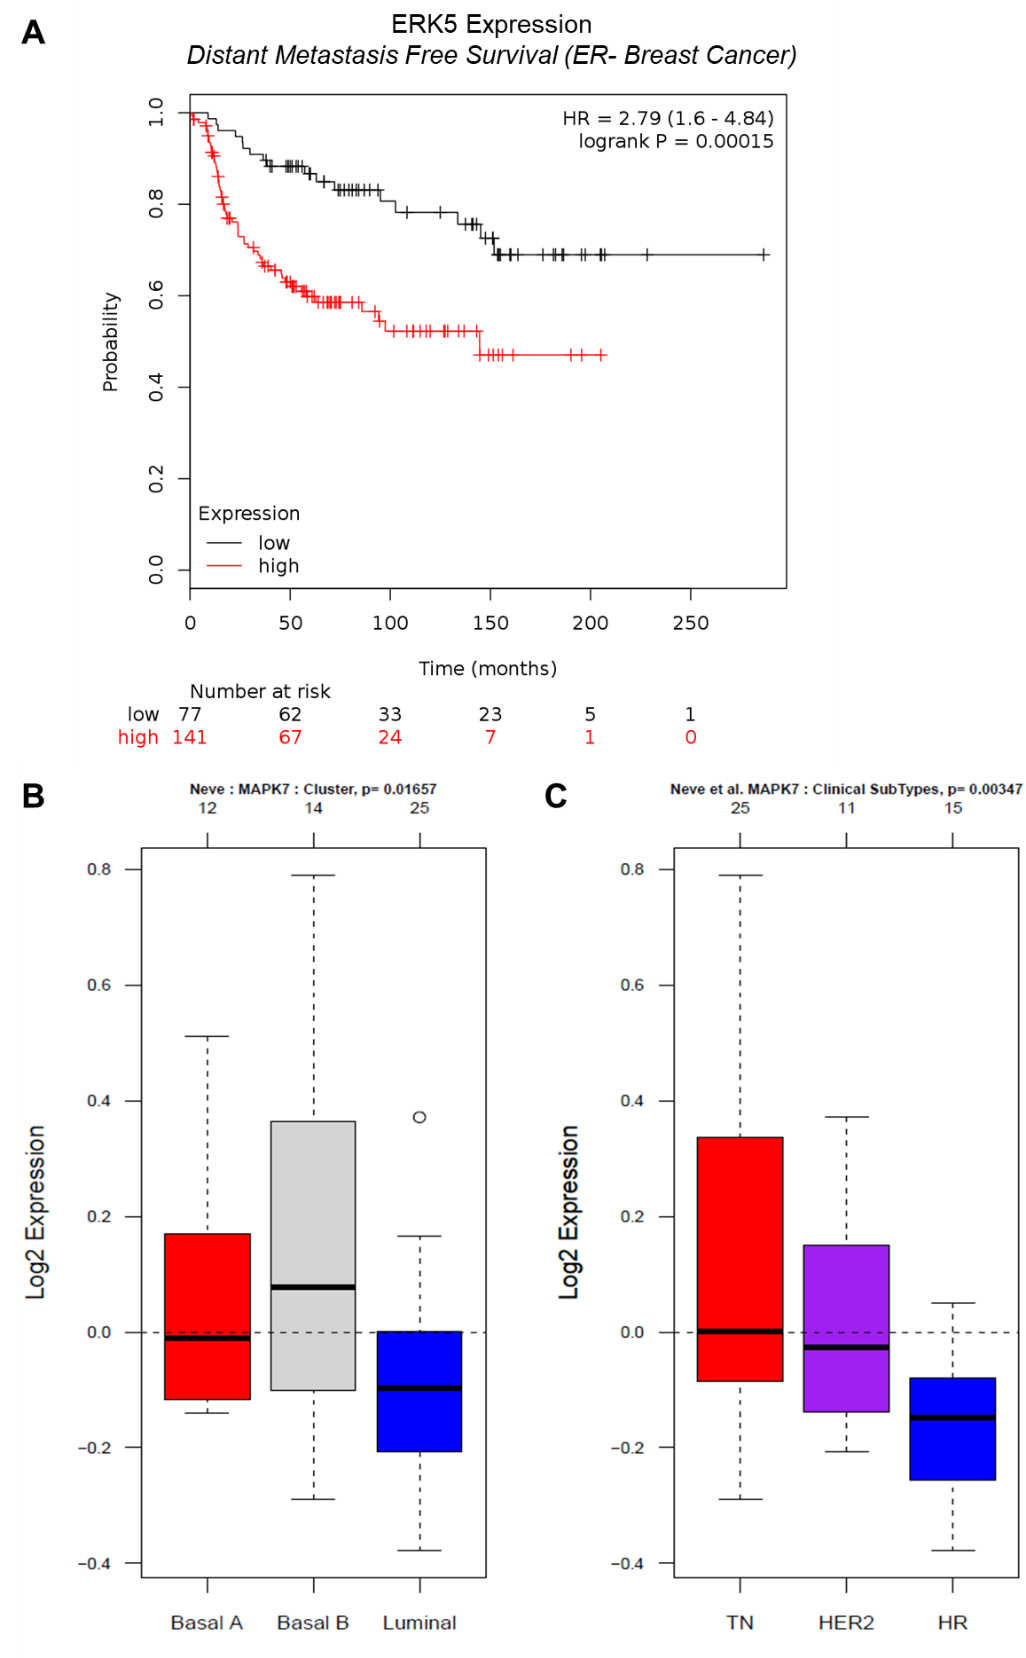
**

**Supplementary Figure 13.** (A) Kaplan-Meier plot of ERK5 expression in estrogen receptor negative (ER^-^) breast cancer. Distant metastasis free survival is shown. High ERK5 expression is associated with reduced survival. Hazard Ratio (HR): 2.79, p = 0.00015. (B) ERK5 (MAPK7) expression is highest in basal B breast cancer subtypes compared to basal A and luminal subtypes. (C) ERK5 expression is highest in TNBC cells compared to HER2-positive or hormone receptor-positive cells. [62]

# Supplementary material for: ERK5 Is Required for Tumor Growth and Maintenance Through Regulation of the Extracellular Matrix in Triple Negative Breast Cancer
**Source:** Front Oncol. 2020 Aug 3;10:1164. doi: 10.3389/fonc.2020.01164
**Supplement:** Supplementary file 14

**Supplementary Table I. ECM-associated gene expression changes in MDA-MB-231-ERK5-ko and Hs-578T-ERK5-ko cells.** qRT-PCR confirmation of genes identified from RNA sequencing of MDA-MB-231-ERK5-ko and Hs-578T-ERK5-ko cells compared to parental controls. Data is shown as mean ± standard error of mean.

| **Gene** | **MDA-MB-231** | **Hs-578T** |
| --- | --- | --- |
| ***LOX*** | 0.682 ± 0.0575 | 1.48 ± 1.01 |
| ***COL1A1*** | 0.285 ± 0.0424 | 0.433 ± 0.0857 |
| ***COL4A1*** | 0.472 ± 0.155 | 0.597 ± 0.155 |
| ***COL4A2*** | 0.601 ± 0.0767 | 1.42 ± 0.417 |
| ***COL4A6*** | 0.128 ± 0.0321 | 2.40 ± 0.391 |
| ***ITGA1*** | 0.305 ± 0.0204 | 0.553 ± 0.180 |
| ***ITGB4*** | 1.47 ± 0.0918 | 1.59 ± 0.731 |
| ***LAMA1*** | 0.853 ± 0.189 | 0.627 ± 0.0737 |
| ***LAMA4*** | 0.154 ± 0.0614 | 1.53 ± 1.08 |
| ***LAMB2*** | 0.569 ± 0.025 | 1.01 ± 0.645 |

# Supplementary material for: ERK5 Is Required for Tumor Growth and Maintenance Through Regulation of the Extracellular Matrix in Triple Negative Breast Cancer
**Source:** Front Oncol. 2020 Aug 3;10:1164. doi: 10.3389/fonc.2020.01164
**Supplement:** Supplementary file 15

**Supplementary Table II. Integrin gene expression changes in MDA-MB-231-ERK5*-*ko cells compared to parental controls.** Downregulated integrin genes identified from RNA sequencing of MDA-MB-231-ERK5*-*ko cells compared to parental controls. 

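The RPKM values of the integrin genes of Supplementary Table II are given for MDA-MB-231 parental controls and then libraries labelled ERK5-ko, each as mean ± SD of 2 replicates (n = 2). ITGA2 had 42.8 ± 1.20 and 29.0 ± 1.18 RPKM, ITGA5 119.6 ± 3.18 and 93.4 ± 2.65, and ITGA6 238 ± 9.71 and 176 ± 18.5. ITGA1 had 8.11 ± 0.259 and 7.50 ± 0.284 RPKM, ITGA10 1.30 ± 0.351 and 0.671 ± 0.0777, and ITGB3 5.03 ± 0.0776 and 5.52 ± 1.34. ITGB2, which the paper's text names, had 2.11 ± 0.182 and 0.208 ± 0.00481 RPKM. ITGB7, also in that table, had 2 and 10 reads in the parental controls and 7 and 4 in libraries labelled ERK5-ko. ITGA11 had 3 reads or fewer in each of the 4 libraries.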

Integrin dimer partners and ligands associated with each gene are shown. Adapted from information found in Barczyk et *al.* (45) and LaFoya et *al.* (56).

| **Gene Name** | **Gene expression (fold change)** | **Integrin dimer partner(s)** | **Matrix and non-matrix ligands** |
| --- | --- | --- | --- |
| ***ITGA1*** | 0.181114 | β1 | Collagens I, IV, and IX |
| ***ITGA2*** | 0.104215 | β1 | Collagens I, IV, and IX |
| ***ITGA5*** | 0.169315 | β1 | Fibronectin, glycoprotein NMB (GPNMB), and ANGPTLs |
| ***ITGA6*** | 0.315025 | β1, β4 | Laminins 511, 332, 111, and 411 |
| ***ITGA10*** | 0.212156 | β1 | Collagens II, IV, VI, and IX |
| ***ITGA11*** | 0.297373 | β1 | Collagens I, IV, and IX |
| ***ITGB3*** | 0.33535 | αIIB, αV | Fibrinogen, fibronectin, vitronectin, L1CAM, ANGPTLs, pro-TGFβ, VEGF, trans-resveratrol, DHT, T3, T4, and Tetrac |
| ***ITGB7*** | 0.163684 | αE, α4 | E-cadherin, MadCAM-1, VCAM-1, and fibronectin |

How the deposited data were processed for this re-analysis (not part of the article)

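RNA of MDA-MB-231 and Hs-578T cells was sequenced in 12 libraries, 2 each of parental controls, of cells labelled ERK5-ko and of cells labelled MEK5DD in each line. The samples were grouped by cell line and label, and all 12 columns of values were matched to a sample.

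The authors deposited RPKM values, which they made by scaling the reads on each gene to the length of its gene model in kilobases and to the total reads of its library. According to the labels, RNA was taken from cells at 70% confluence and libraries were made with a stranded mRNA kit. The paper's text refers to an earlier description of the sequencing and does not name the aligner, the counting tool or the annotation. Whether the counting used the strand is not stated, so genes that overlap on opposite strands are named as a limit. If it did, their reads can be told apart. Overlaps were measured from the start to the end of each gene, introns included, so not all of their bases are in exons. The coordinates of the genes are those of GRCh38, and 27628 of the 32152 gene identifiers (85.9%) have a gene of the same identifier in GENCODE 29. No gene has 0 in every library.

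Library totals and whole reads were recovered from the RPKM values, since each value of a gene is a whole number of reads times a step set by the gene's length and the library's total. All 32152 genes gave whole reads. As a control, setting the totals of alternate libraries 1% off gave whole reads for 0 of 500 genes with at least 100 reads. An error shared by all totals was not tested by this control. Recovery was also tested on simulated data, where all 12 totals were exact, as were 96.2% of the 5516 genes, and 100.0% of the 2140 genes with at least 20 reads in every library. The totals lay between 20248162 and 27791195 reads, with group medians of 25893587 in MDA-MB-231 and 20382494 in Hs-578T libraries labelled MEK5DD, and those of the other groups are given with the data. No pair of libraries was identical. The chi-square per degree of freedom between replicates lay between 2.82 and 41.9, above counting noise alone. A gene with 3 reads or fewer in every library of a group was treated as at the floor, and its fold was given as a lower bound against 3 reads. This floor covers counting error only.

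Protein-coding genes with an RPKM of at least 0.5 in at least 2 libraries were tested, 13737 genes. log2(RPKM + 0.5) was fitted with limma 3.58.1 in R 4.3.3 as 6 group means over 12 libraries with 6 residual degrees of freedom and a trend of the variance with the mean. The 4 comparisons set libraries labelled ERK5-ko or MEK5DD against the parental controls of their line, and a contrast of contrasts tested the difference between the lines. P values were adjusted by the Benjamini-Hochberg method within each comparison. Following the paper's thresholds, a gene was called higher at an adjusted p under 0.05 and a fold above 1.5 and lower at an adjusted p under 0.05 and a fold below 0.5. Overlaps between lists used Fisher's exact test. Collagen, integrin and laminin genes were tested as sets with camera at an inter-gene correlation of 0.01, adjusted over 6 tests. The fit was tested on simulated data with 200 changed genes, of which 95.5% were called, while 4 of 13331 unchanged genes were.

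The genes named are those that the paper names for their expression, MAP2K5, the 3 genes with the largest and the 3 with the smallest change in each comparison among called genes with a mean RPKM of at least 1 and separate replicates, and the 3 most changed shared genes in each direction. Of the genes that the paper names, 1 is not reported here. This rule and the tests were fixed before the data were examined, as were 14 kinds of alternative, which changed the pseudocount, the filter on low values, the scaling, the libraries in the fit, the gene types, the fold thresholds, the comparison group and the replicates kept. They also included a fit with the replicate number within each line as a block. The numbers follow consecutive passages of each culture, and whether replicates of the same number were grown or sequenced together is not stated. Alternatives chosen after seeing the data were limma voom on the recovered reads, a correction for gene length and GC content, and this correction with the replicate block. The correction took natural splines with 5 degrees of freedom of the length and GC content of the longest GENCODE 29 transcript out of each library, over the 11326 tested genes (82.4%) with both values. Other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

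The gene ontology analysis, the qRT-PCR, the cytokine arrays and the experiments in mice were not analysed here, apart from the directions of Supplementary Table I. MPO has no entry among the RPKM values, and ADIPOQ, CCL17 and ITGB7 were under the filter.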

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

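The tests of length, GC content, batch, library size, scaling and label exchange were chosen only after the results were seen. Those that set libraries labelled ERK5-ko and MEK5DD side by side were set before. MAPK7 RNA was not lower in libraries labelled ERK5-ko, so every direction is that of the labels. Clone and passage differ between these libraries and parental controls in each line.

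The effect of the ERK5-ko label differed between the lines for 5466 genes (limma, adjusted p under 0.05). Among genes that the paper names, the difference, MDA-MB-231 minus Hs-578T, was -1.25 for CDH1, -1.82 for FOSL1, -0.92 for ZEB1, -0.64 for MMP1, 1.01 for MMP2 and -1.18 for JAG1. Among collagen genes it was 1.01 for COL1A1, 1.06 for COL3A1, -0.89 for COL13A1, -1.21 for COL6A3 and 0.90 for COL9A2. Among integrin genes it was -1.31 for ITGA2, -0.73 for ITGA5, -0.54 for ITGA6, 0.68 for ITGA10, -1.73 for ITGB2 and 0.98 for ITGB4. Among laminin genes it was -0.62 for LAMA1, 1.07 for LAMA4 and -1.85 for LAMB3. Other named genes with a difference were LOX (-0.34), PECAM1 (-0.92), MAP2K5 (0.44), NELL2 (-1.59), SCG2 (0.62) and SPP1 (-1.12), the last at 3 reads or fewer in all MDA-MB-231 parental and ERK5-ko libraries. COL3A1 in MDA-MB-231 and ITGB4 in Hs-578T were also at this floor in libraries labelled ERK5-ko, so their differences depend on the pseudocount. The differences in MMP1, COL1A1, COL3A1, ITGA6, ITGA10, LAMA4, LOX and SCG2 no longer passed under at least 1 alternative set before the data were examined, and that in SPP1 no longer passed with limma voom, chosen after seeing the values.

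Across genes, the log2 fold changes of the lines ran in opposite directions more often than in the same one. With gene length and GC content taken out of each library, the rank correlation across genes was -0.289, compared to -0.313 for the same genes without the correction, so length and GC content account for little of it. At the paper's thresholds, more genes were called against parental controls in Hs-578T than in MDA-MB-231. With every library thinned to the smallest total the ratio was 3.25, and with median-ratio scaling it was 2.81, so neither library size nor scaling accounts for it. The Hs-578T log2 fold changes had a rank correlation across genes of 0.224 with gene length and -0.229 with GC content, too weak to decide and too strong to dismiss. With both taken out of each library the ratio was 2.65, compared to 3.18 for the same genes without the correction, so they do not explain it fully. A difference between the lines in the response to the edit is one hypothesis. It cannot be told apart from clone, for which no test was possible. Nor can it be told apart from passage, since only a shift shared with libraries labelled MEK5DD was tested, as described below.

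Libraries labelled MEK5DD are not discussed in the paper's text. In MDA-MB-231, 1049 genes were called higher and 867 lower than in parental controls, and in Hs-578T 398 were higher and 204 lower. MAP2K5 rose by 3.77 on the log2 scale in MDA-MB-231 and by 0.50 in Hs-578T. The largest changes in MDA-MB-231 among called genes with separate replicates and a mean RPKM of at least 1 were 6.45 for ARHGAP30, 6.12 for MMP1, 4.69 for SSX1, -6.90 for NGFR, -5.33 for COL6A2 and -4.99 for SLC12A7. Those in Hs-578T were 2.76 for MFAP4, 2.45 for ALS2CL, 2.43 for KRT17, -3.19 for C7, -2.85 for VAV3 and -2.72 for REEP1. SSX1 and KRT17 belong to families with close sequences and MFAP4 overlaps MAPK7, so reads of these genes are uncertain.

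Genes that the paper does not name changed most in libraries labelled ERK5-ko. In MDA-MB-231 these were THBS2 (3.21), RGS5 (2.93), MMP24 (2.57), KISS1 (-4.23), NGFR (-3.74) and AQP1 (-2.58). In Hs-578T they were RNASE1 (5.64), PLXDC2 (4.47), SPINK1 (4.06), CYTL1 (-6.71), PAGE5 (-3.93) and COX7A1 (-3.92). RGS5, MMP24, AQP1 and PAGE5 overlap other genes, and CYTL1 and COX7A1 were at the floor in libraries labelled ERK5-ko.

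If parental libraries differed from every engineered culture, through passage or selection for example, genes past the fold thresholds in libraries labelled ERK5-ko should move the same way in those labelled MEK5DD. With a different parental library as the baseline of each, 22.6% did in MDA-MB-231, so a shared shift of this kind does not account for most of these genes there. In Hs-578T 36.5% did, but its parental replicates differed from each other and separate baselines then favour opposite directions, so a shared shift is not excluded in this line. With both parental libraries as a shared baseline, which favours the same direction, 43.8% did, and of the genes past the lower threshold 56.9% and 58.1% did under the 2 choices of separate baseline. If loss of ERK5 and activation of MEK5 had opposite effects, most should move in opposite ways, and 77.4% did in MDA-MB-231 and 63.2% in Hs-578T, or 78.3% and 55.8% with the shared baseline. The MDA-MB-231 value comes mainly from the genes past the upper threshold, of which 84.5% and 84.1% moved in opposite ways under the 2 choices, compared to 58.7% and 57.7% of those past the lower one, which is under the 60% required here. In Hs-578T opposite effects cannot be told apart from the difference between its parental replicates. Opposite responses are a hypothesis that the values of the genes higher in MDA-MB-231 are consistent with, although a clone-specific change in either culture was not tested.

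The largest correlation of deviations between libraries of the same replicate number was 0.541, between Hs-578T parental controls and libraries labelled MEK5DD. The rank correlation of the difference between replicates with gene length was -0.514 in the former and -0.474 in the latter, so a gene length bias that follows the replicate number is a candidate source. With GC content it was 0.151 and 0.005, which does not decide. A batch of cultures or libraries shared by all 3 groups would raise every pair, and the smallest correlation in Hs-578T was 0.107, so such a batch can be neither shown nor excluded. No biological explanation was tested, since replicates have the same label.

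MAPK7 RNA was not lower in libraries labelled ERK5-ko. Exchanged cell lines would make these libraries resemble the parental controls of the other line, yet their correlation was higher with those of their own line in all 4, by at least 0.172. An exchange with libraries labelled MEK5DD would raise MAP2K5, and it was lower by a log2 fold change of -3.57 in MDA-MB-231 and -0.75 in Hs-578T. An exchange of parental and ERK5-ko libraries could not be tested from these values. A CRISPR edit need not lower the RNA of its gene, so a knockout with preserved RNA remains possible. The paper reports loss of ERK5 protein in both lines by Western blot. Whether the cells of these libraries had lost it cannot be tested from RNA values.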

How the results depend on the processing

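Of 261 values of counts and sets under alternatives, 219 stayed within 1.5 times the count, or, for sets, kept their sign or moved by less than the spread between replicates. A further 36 moved more and 6 were reversed. The cause was not tested for any of them. Counts were not recomputed with a replicate left out, since that leaves 1 library in a group and no test.

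With no fold threshold, 949 genes were higher and 1430 lower in MDA-MB-231 and 2706 higher and 2707 lower in Hs-578T libraries labelled ERK5-ko, and 120 and 172 in both. For libraries labelled MEK5DD, 2410 were higher and 3263 lower in MDA-MB-231, and 884 and 2329 in Hs-578T. With a fold threshold of 1.5 in both directions, genes lower numbered 689 and 1343 in libraries labelled ERK5-ko of MDA-MB-231 and Hs-578T, 53 in both, and 1923 and 888 in those labelled MEK5DD. With libraries labelled MEK5DD as the comparison group, 2401 were higher and 841 lower in MDA-MB-231, 2107 were higher in Hs-578T, and 245 were higher and 29 lower in both.

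With a pseudocount of 0.1, 285 genes were lower in MDA-MB-231 and 710 in Hs-578T, 25 in both, and 411 in Hs-578T libraries labelled MEK5DD. With a pseudocount of 1, 89 were lower in MDA-MB-231, 4 in both, and 132 in Hs-578T libraries labelled MEK5DD. With limma voom, chosen after seeing the values, 324 were lower in MDA-MB-231 and 788 in Hs-578T, 32 in both, and 458 in Hs-578T libraries labelled MEK5DD. With gene length and GC content taken out, also chosen after seeing the values, with or without the replicate block, 117 were lower in Hs-578T libraries labelled MEK5DD and 4 in both lines labelled ERK5-ko. The pseudocount and voom act on genes with low RPKM, where log2(RPKM + 0.5) understates the fold. Quantile normalization raised the share of calls that were higher in libraries labelled MEK5DD from 54.7% to 65.7% in MDA-MB-231 and from 66.1% to 77.7% in Hs-578T. The count of genes with a difference between the lines lay between 5104 with voom and 6638 with the replicate block.

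No set passed its test under any alternative run. The collagen set in MDA-MB-231 turned to -0.0563 with the RPKM filter at 1, -0.0029 with median-ratio scaling, -0.0019 with the 8 parental and ERK5-ko libraries, and -0.116 with each line in its own fit. Its values with each replicate left out lay from -0.0003 to 0.0274. The integrin set in MDA-MB-231 turned to 0.027 with gene length and GC content taken out, with or without the block. With each replicate left out, it lay from -0.0893 to 0.0274, the collagen set in Hs-578T from -0.3606 to 0.0038 and the laminin set in Hs-578T from -0.155 to 0.2491, so the sign of each depends on the replicates kept.

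For 165 results on named genes, 5 alternatives gave 825 values, of which 781 kept direction and side of the threshold, 22 no longer passed, 11 passed only there and 11 were reversed. Quantile normalization reversed CDH1 (0.0458), MMP1 (0.0327) and LAMA1 (0.0538) in MDA-MB-231 and VIM in Hs-578T (0.1711). Median-ratio scaling reversed VIM (0.0112), ZEB2 (0.0048), MMP1 (0.013) and LAMB1 (0.0303) in MDA-MB-231 and ITGB1 (-0.0126) and LAMB2 (-0.0138) in Hs-578T. Voom reversed the difference between the lines in COL3A1 (-0.4016), where the MDA-MB-231 libraries labelled ERK5-ko have 0 and 2 reads. The replicate block changed 0 calls on named genes, and voom kept all 90 and added 23. In Hs-578T, JAG1 (adjusted p = 0.056) and CXCL8 (0.0575) were no longer called with each line in its own fit, nor CXCL8 with no filter (0.0522). ITGA2 was not called there with gene length and GC content taken out (0.52). Leaving out a replicate changed the sign of 24 of 138 fold changes, all of size 0.298 or less. Each such value lies within 1 SD of the replicates by construction, so these fits show no stability. Groups of 2 libraries limit every test of a single gene, and 3 reads or fewer limit the folds given as lower bounds.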

Differences from the paper's values

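The paper gives 187 genes upregulated in both lines, and 40 were called higher here. Of the alternatives set before the data were examined, libraries labelled MEK5DD as the comparison group gave 245, within 1.5 times the paper's value, and the others did not come within it. For genes downregulated in both lines the paper gives 159, and 7 were called lower here. An adjusted p with no fold threshold gave 172, and the others did not come within 1.5 times the paper's value.

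The paper's Figure 3A shows about 1600 upregulated genes in MDA-MB-231, read by eye, and 385 were called higher here. None of the alternatives set before the data were examined came within 1.5 times the figure's value, although libraries labelled MEK5DD as the comparison group gave 2401, just outside it. Figure 3B of the paper shows about 1800 downregulated genes in MDA-MB-231, read by eye, where 147 were called lower here, and with no fold threshold 1430. In Hs-578T the paper's Figure 3A shows about 570 upregulated genes, read by eye, where 1285 were called higher here and none of the alternatives closed the gap. Figure 3B of the paper shows about 1100 downregulated genes in Hs-578T, read by eye, where 449 were called lower here, 1343 with a fold threshold of 1.5 in both directions, and 788 with limma voom, chosen after seeing the values, and the last 2 lie within 1.5 times the figure's value.

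The paper's Supplementary Table II gives fold changes of integrin genes in MDA-MB-231. The paper's value is 0.181114 for ITGA1, 0.104215 for ITGA2, 0.169315 for ITGA5, 0.315025 for ITGA6, 0.212156 for ITGA10, 0.163684 for ITGB7 and 0.33535 for ITGB3. The values here were 0.929 for ITGA1, 0.681 for ITGA2, 0.782 for ITGA5, 0.738 for ITGA6, 0.655 for ITGA10, 1.03 for ITGB7, from 2 to 10 reads, and 1.07 for ITGB3. The alternatives run for these values were 2 pseudocounts, 2 scalings and each replicate left out, without quantile normalization for ITGB7, and none of them closed any of these gaps.

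The paper lists COL1A1, COL4A6, COL9A2, ITGB3 and LAMC1 as downregulated in MDA-MB-231. Their log2 fold changes here were 0.12, 0.02, 0.57, 0.10 and 0.06. Of the other genes on that list, COL13A1, COL8A1, ITGA2, ITGA5 and LAMB3 passed the adjusted p without the fold of 0.5. COL8A1 was called lower with limma voom, chosen after seeing the values, and COL13A1 and COL8A1 were past a fold threshold of 1.5 in both directions. COL4A1 (-0.16), COL4A2 (-0.38), ITGA1 (-0.11), ITGA6 (-0.44), LAMA1 (-0.05), LAMB2 (-0.10) and LOX (-0.11) did not pass. ITGA6 passed the adjusted p with a pseudocount of 1 (-0.44) and with quantile normalization (-0.47), and ITGA6 and COL4A2 passed it with the replicate block and with each line in its own fit. ITGA11 was at 3 reads or fewer in both groups of MDA-MB-231.

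The paper states that Hs-578T had fewer changes than MDA-MB-231. Here 1734 genes were called in Hs-578T and 532 in MDA-MB-231, and the ratio lay above 1 in every alternative with the paper's thresholds and the parental controls, with 2.64 the lowest. With no fold threshold and each line in its own fit, more genes passed the adjusted p in MDA-MB-231 (5043) than in Hs-578T (3425), so without a fold threshold the order depends on whether the lines are fitted together. With libraries labelled MEK5DD as the comparison group, more genes were called in MDA-MB-231 (2401 higher and 841 lower) than in Hs-578T (2107 and 544). The paper states that fibronectin decreased in both lines. The log2 fold change of FN1 here was -0.17 in MDA-MB-231 and 0.30 in Hs-578T, neither past the adjusted p. The paper gives ITGA7 and ITGB4 as downregulated in Hs-578T, where they passed the adjusted p without the fold of 0.5 and lay past a fold threshold of 1.5 in both directions. ITGB4 was called lower with a pseudocount of 0.1 (-1.66), and with limma voom, chosen after seeing the values. For integrin alpha subunits 1, 2, 10 and 11, which the paper gives as suppressed, ITGA2 was 0.76 and called higher in Hs-578T, and ITGA1 (-0.08) and ITGA11 (-0.14) did not pass there, although both passed the adjusted p with gene length and GC content taken out, chosen after seeing the values. The paper describes laminins and type IV collagens as decreased. In Hs-578T, LAMB3 (1.34) and LAMC1 (0.76) were called higher, and COL4A1 was 0.36. The paper describes IL-8 as decreased on cytokine arrays, which measure protein, and lists it among genes altered in the RNA sequencing. CXCL8 RNA was 0.54 in MDA-MB-231 and 0.87 in Hs-578T, which is not the same measure as the arrays. A change in ADIPOQ, which the paper lists among altered inflammatory genes, was not detectable at 3 reads or fewer.

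The paper reports that fibrillar collagens changed little and that basement membrane collagens changed most. In MDA-MB-231 the lowest of the 29 collagen genes was COL1A2 (-1.80), a fibrillar collagen gene, and in Hs-578T COL3A1, another, was called lower (-1.18), while COL4A1 and COL4A2 were not called in either line. The paper attributes a lower expression of LOX to the sequencing, and LOX was -0.11 in MDA-MB-231 and 0.23 in Hs-578T, neither past the adjusted p without the replicate block.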

Other observations

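Supplementary Table I of the paper gives qRT-PCR fold changes for 10 genes in each line. The log2 fold change from RNA sequencing had the same direction as the paper's value in 8 of 10 genes in MDA-MB-231 and in 5 of 10 in Hs-578T. Across these genes, Spearman's rho was 0.176 in MDA-MB-231 (permutation test, two-sided p = 0.628) and -0.248 in Hs-578T (permutation test, two-sided p = 0.489), with an adjusted p of 0.628 for each over the 2 tests. Genes are not independent replicates.

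In MDA-MB-231 libraries labelled MEK5DD, CDH1 was at the floor, at least 12.3-fold lower than in parental controls, and THBS2 was at least 42.2-fold lower. LAMA4 was called higher there, at 3.02, and LAMA5, named after its value was seen, was the lowest laminin gene, at -2.61. Among the collagen genes, 1 was called higher and 8 lower in MDA-MB-231 libraries labelled MEK5DD, and 5 higher and 1 lower in Hs-578T, where median-ratio scaling gave 8 and 0 and quantile normalization 6 and 0. At an adjusted p under 0.05 with no fold threshold, 4 were lower in Hs-578T.

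PECAM1, the gene of CD31, had a log2 fold change of -0.73 in MDA-MB-231 libraries labelled ERK5-ko (adjusted p = 0.00132, limma), where it was called lower with a pseudocount of 0.1 (-1.25), and 0.19 in those of Hs-578T (adjusted p = 0.212). In MDA-MB-231, PECAM1 had 22 and 30 reads in parental controls and 8 and 8 in libraries labelled ERK5-ko. Its mean RPKM was 0.263 in the latter and 0.252 in MDA-MB-231 libraries labelled MEK5DD. The paper's CD31 result is staining of blood vessels in xenografts, which RNA of cultured cells does not measure. SPP1, the gene of OPN, was called higher in Hs-578T, at 1.14 (adjusted p = 0.000175), and was at the floor in both groups of MDA-MB-231.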
